# Systematic assessment of tissue dissociation and storage biases in single-cell and single-nucleus RNA-seq workflows

**DOI:** 10.1186/s13059-020-02048-6

**Published:** 2020-06-02

**Authors:** Elena Denisenko, Belinda B. Guo, Matthew Jones, Rui Hou, Leanne de Kock, Timo Lassmann, Daniel Poppe, Olivier Clément, Rebecca K. Simmons, Ryan Lister, Alistair R. R. Forrest

**Keywords:** Single-cell transcriptomics, RNA-seq, scRNA-seq, snRNA-seq, 10x Genomics

## Abstract

**Background:**

Single-cell RNA sequencing has been widely adopted to estimate the cellular composition of heterogeneous tissues and obtain transcriptional profiles of individual cells. Multiple approaches for optimal sample dissociation and storage of single cells have been proposed as have single-nuclei profiling methods. What has been lacking is a systematic comparison of their relative biases and benefits.

**Results:**

Here, we compare gene expression and cellular composition of single-cell suspensions prepared from adult mouse kidney using two tissue dissociation protocols. For each sample, we also compare fresh cells to cryopreserved and methanol-fixed cells. Lastly, we compare this single-cell data to that generated using three single-nucleus RNA sequencing workflows. Our data confirms prior reports that digestion on ice avoids the stress response observed with 37 °C dissociation. It also reveals cell types more abundant either in the cold or warm dissociations that may represent populations that require gentler or harsher conditions to be released intact. For cell storage, cryopreservation of dissociated cells results in a major loss of epithelial cell types; in contrast, methanol fixation maintains the cellular composition but suffers from ambient RNA leakage. Finally, cell type composition differences are observed between single-cell and single-nucleus RNA sequencing libraries. In particular, we note an underrepresentation of T, B, and NK lymphocytes in the single-nucleus libraries.

**Conclusions:**

Systematic comparison of recovered cell types and their transcriptional profiles across the workflows has highlighted protocol-specific biases and thus enables researchers starting single-cell experiments to make an informed choice.

## Background

Single-cell RNA sequencing (scRNA-seq) is an increasingly powerful technology that enables analysis of gene expression in individual cells. ScRNA-seq has been recently used to study organism development [1–3], normal tissues [4–6], cancer [7–10], and other diseases [11, 12]. These studies have shed light on tissue heterogeneity and provided previously inaccessible insights into tissue functioning.

Advances in high-throughput droplet-based microfluidics technologies have facilitated analysis of thousands of cells in parallel [13–15], and Chromium from 10x Genomics has become a widely used commercial platform [15]. Multiple tissue preparation protocols are compatible with Chromium, but the protocol of choice should ideally maintain RNA integrity and cell composition of the original tissue.

Solid tissues need to be dissociated to release individual cells suitable for 10x Genomics Chromium scRNA-seq. However, optimal dissociation needs to achieve a balance between releasing cell types that are difficult to dissociate while avoiding damage to those that are fragile. Tissue dissociation is most commonly conducted using enzymes which require incubation at 37 °C for variable times based on tissue type. At this temperature, the cell transcriptional machinery is active; hence, gene expression can be altered in response to the dissociation and other environmental stresses [16, 17]. A recent alternative approach minimizing this artifact uses cold-active protease to conduct tissue dissociation on ice [18]. Alternatively, single-nucleus RNA sequencing protocols (snRNA-seq) use much harsher conditions to release nuclei from tissue and can be applied to snap frozen samples, thus avoiding many of the dissociation-related artifacts [19, 20]. Single-nuclei methods should also permit profiling of nuclei from large cells (> 40 μm) that do not fit through the microfluidics.

Additional restrictions and challenges are faced by complex experimental designs where specimens cannot be processed immediately. In this case, samples need to be preserved either as an intact tissue or in a dissociated form as a single-cell suspension. Each of the approaches mentioned above introduces specific biases and artifacts that can manifest themselves in altered transcriptional profiles or altered representation of cell types. These biases need to be considered when designing and analyzing data from a single-cell experiment; however, they are still incompletely understood.

Some of the artifacts have been investigated in recent studies comparing single-cell profiles of methanol-fixed and live cells [21, 22], cryopreserved and live cells [22, 23], single-cell and single-nucleus protocols [24–26], or tissue dissociation using cold-active protease and traditional digestion at 37 °C [18]. However, these assessments were performed in different tissues under different conditions and lack extensive comparison to bulk data.

Here, we performed a comprehensive study in healthy adult mouse kidneys using 10x Genomics Chromium workflows for scRNA-seq and snRNA-seq, along with bulk RNA-seq of undissociated and dissociated tissue. We compare and contrast two tissue dissociation protocols (digestion at 37 °C, further referred to as warm dissociation, or with cold-active protease, further referred to as cold dissociation), two single-cell suspension preservation methods (methanol fixation and cryopreservation) and three single-nuclei isolation protocols (Fig. 1). A total of 77,656 single-cell, 98,303 single-nucleus, and 15 bulk RNA-seq profiles were generated and made publicly available (GSE141115). Our dissection of artifacts associated with each of the approaches will serve as a valuable resource to aid interpretation of single-cell and single-nucleus gene expression data and help to guide the choice of experimental workflows.

**Fig. 1:**
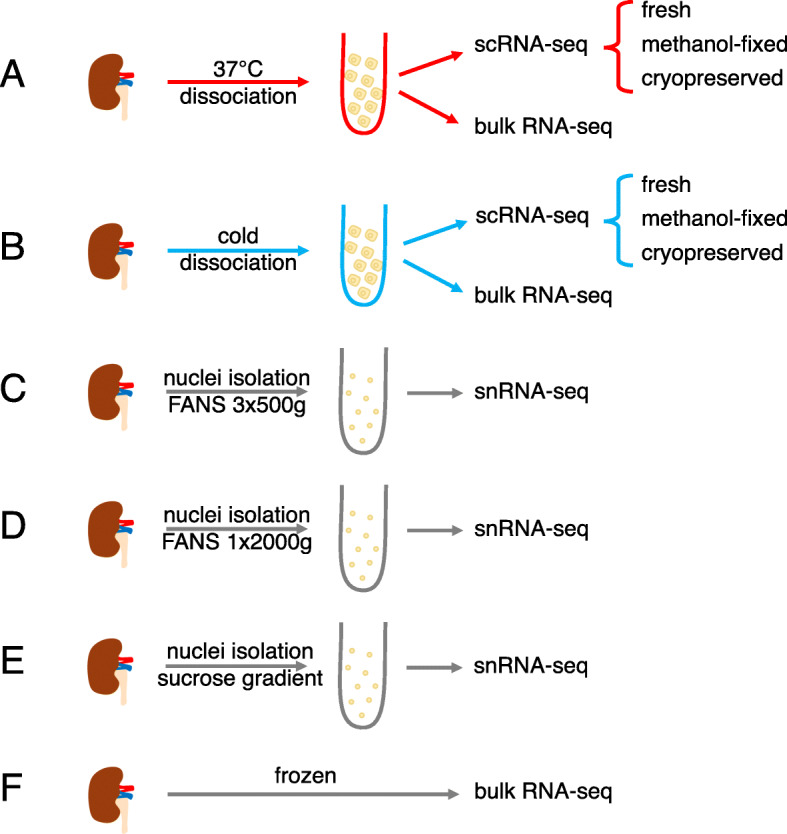
Overview of experiments performed in this study. All experiments were carried out in biological triplicate using three kidneys from three different mice. **a** 37 °C dissociation used the Multi-tissue dissociation kit 2 from Miltenyi Biotec. **b** Cold dissociation was carried out on ice using *B. Licheniformis* protease. In **a** and **b**, methanol-fixed samples used 80% MeOH at − 20 °C and then were stored at − 80 °C. Cryopreservation was carried out using 50% FBS, 40% RPMI-1640, 10% and DMSO with gradient cooling to − 80 °C then stored in liquid nitrogen. **c–e** Whole kidneys were flash frozen using an isopentane bath − 30 °C and then stored at − 80 °C. Three different nuclei preparation methods were tested using either fluorescently activated nuclei sorting (FANS) or a sucrose gradient to enrich for singlet nuclei. **f** Bulk RNA-seq was carried out using the NEBNext Ultra II RNA Library Kit for Illumina with rRNA depletion or NEBNext Poly(A) mRNA isolation module. See “Methods” for more details

## Results

### Comparison of tissue dissociation protocols

In the first series of experiments, we set out to compare two tissue dissociation protocols using kidneys from adult male C57BL/6J mice. Kidneys were dissociated at 37 °C using a commercial Miltenyi Multi Tissue Dissociation Kit 2 or on ice using a cold-active protease from *Bacillus licheniformis* (“Methods”, Fig. 1a, b). Aliquots of single-cell suspensions were profiled using 10x Genomics Chromium scRNA-seq and a bulk RNA-seq protocol (“Methods”, Fig. 1a, b). 

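Each protocol was applied to kidneys of 3 male mice aged 19 weeks, and each suspension gave a 10x library and a bulk RNA-seq library. In the 10x libraries (chemistry version 2) every captured transcript carries a unique molecular identifier (UMI), so that molecules and not reads are counted. The authors aligned the reads with Cell Ranger, told cells from empty droplets with EmptyDrops, filtered cells on the number of genes and the mitochondrial share, and deposited UMI counts per gene and cell without normalization. The cold-dissociated libraries held 5309551 to 8051722 UMIs (median 7770206) and the warm-dissociated libraries 5252363 to 14064480 (median 6299622). The median per cell was 1192 to 1525 UMIs in the cold libraries and 1243 to 1542 UMIs in the warm libraries. Mitochondrial genes took a median of 28.8 to 36.1% of the UMIs of a cell in the cold libraries and 24.8 to 32.3% in the warm libraries. For the bulk libraries, the authors trimmed the reads of 150 nt, aligned them to GRCm38 with STAR and deposited the number of reads that featureCounts assigned to each gene, without normalization. These totals were 5969212 to 8184923 reads (median 6296859) in the cold suspensions and 6910972 to 7704760 reads (median 7464662) in the warm suspensions.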

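Starting from the deposited counts, bulk libraries were compared with the quasi-likelihood test of edgeR after TMM normalization and its filter on low counts (filterByExpr), with Benjamini-Hochberg adjustment. A gene was called past the thresholds of the paper, an adjusted p of 0.05 and a log2 fold change of 2 in size. A standard error given with a log2 fold change of edgeR is the size of that change divided by the square root of its F statistic. The fit does not estimate it, and it can be too small where a group holds few counts or cells. The cells of all C57BL/6J libraries were clustered together over the genes listed for each of them. Stress, heat shock, immediate-early, hemoglobin, mitochondrial, ribosomal protein and sex-linked genes and a few abundant noncoding RNAs such as *Malat1* were kept out of the clustering, and the clusters were named from 218 marker genes of 20 cell types fixed before the data were examined. Each name used here stands for cells with those markers, podocyte-like cells for podocytes and so on, so that a difference from the study may come from the rebuilt names. Because cells of 1 library are not replicates, UMIs were summed per library and cell class, and the sums were compared between libraries with the same edgeR test, whereas the paper applied a Wilcoxon test to cells. A class was tested where at least 2 libraries per group held 10 of its cells. In addition to the adjusted p of 0.05, a call needed the other thresholds of the paper, a difference of 0.5 in ln(mean UMIs per 10000 UMIs + 1) and a detection rate of 0.5 in either group. Shares of cells were compared with exact two-sided permutation tests over libraries, in which 3 libraries against 3 cannot give a p under 0.1. The number of cells per class was also compared with the quasi-likelihood test, whereas the chi-square test of the paper took cells as replicates. Doublets were scored against simulated pairs of cells and kept, and their removal was an alternative.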

All experiments were performed in triplicate, and data were processed as described in “Methods”.

#### Warm tissue dissociation induces stress response

Bulk RNA-seq profiling of single-cell suspensions revealed induction of stress response genes in warm-dissociated samples. 

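The paper uses a list of 17 stress-response-related genes (Fig. 2c), and 15 of these were higher in the 3 warm-dissociated suspensions than in the 3 cold-dissociated suspensions at an adjusted p of 0.05 over all genes tested. With p values adjusted over the list alone the count was also 15, but the study chose the list on these samples, so this count is not independent evidence. A log2 fold change of 2 was passed by 11 of the genes, among them *Ier2* at 3.31 (standard error 0.13, adjusted p = 8.89e-09), *Btg2* at 3.12 (0.14, 2.89e-08) and *Dusp1* at 3.05 (0.11, 4.31e-09). *Ier3* (1.95), *Hspb1* (1.95), *Jund* (1.46) and *Btg1* (0.88) rose by less, with adjusted p values between 4.92e-07 and 0.000685. *Hspa8* (−0.02, standard error 0.12, adjusted p = 0.950) and *Hsp90ab1* (0.08, 0.10, 0.708) did not differ between the protocols beyond the replicate error.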

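The test covered 14102 genes, of which 63 were called higher in warm-dissociated and 9 in cold-dissociated suspensions. The exact test of edgeR, which the paper used, called the same numbers, and DESeq2 called 64 and 7. The alternative that moved the counts most was testing without the filter on low counts, which gave 102 and 34. Without the warm suspension BG18 or the cold suspension BG21, 14 genes were called higher in cold-dissociated suspensions. Of the genes called here, 48 of the warm genes and 2 of the cold genes are also in the list of the paper (Additional file 1). The largest fold changes toward warm included *Gm26802* and *Fam71a*, which had 0 counts among the 20450994 counts of the 3 cold suspensions. *Gm26802* reached 4.12 ± 1.27 CPM (counts scaled to the size of the library, SD, n = 3) in warm suspensions, at least 28.1-fold higher than a floor of 3 counts over the cold group, and *Fam71a* reached 3.36 ± 1.02 (SD, n = 3), at least 22.9-fold higher. On GRCm38, *Gm26802* (chromosome 7, 19298260 to 19300770, minus strand) begins 1926 bp downstream of *Fosb*, and *Fam71a* (chromosome 1, 191162584 to 191164817, minus strand) lies 5479 bp downstream of *Atf3*, each on the strand of its neighbor. The cold genes with the largest fold changes included *Fat2* (log2 fold change −3.37, standard error 0.48, adjusted p = 0.00103), *F630028O10Rik* (−3.29, 0.35, 0.000126), *Aldh1a3* (−2.81, 0.31, 0.000155) and *Slfn1* (−2.30, 0.43, 0.00601). In warm suspensions the means of these genes ran only from 0.361 (*Slfn1*) to 0.680 CPM (*Aldh1a3*).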

Differential expression analysis identified 71 genes with higher expression in warm-dissociated kidneys and 5 genes with higher expression in cold-dissociated kidneys (logFC > 2, FDR < 0.05, edgeR exact test [27], Additional file 1). Gene ontology analysis with ToppGene [28] reported “regulation of cell death” as the top significantly enriched biological process for the genes more highly expressed in warm-dissociated kidneys (an overlap of 22 genes, FDR = 1.7E−7, see Additional file 1). 

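The 3 warm suspensions lay above the 3 cold suspensions for each of 8 stress genes. *Fosb* (chromosome 7, 19302696 to 19310051) rose from 0.873 ± 0.0800 to 476 ± 49.9 CPM (SD, n = 3 suspensions each), a log2 fold change of 9.04 (standard error 0.14, adjusted p = 1.27e-12 from the quasi-likelihood test of edgeR). *Fos* (chromosome 12, 85473890 to 85477273) rose from 3.24 ± 0.907 to 589.8 ± 136 CPM, a log2 fold change of 7.53 (0.21, 8.17e-10). *Atf3* (chromosome 1, 191170296 to 191218039) rose from 1.63 ± 0.187 to 126 ± 22.9, a log2 fold change of 6.25 (0.18, 8.17e-10). *Egr1* (chromosome 18, 34859823 to 34864984) rose from 7.16 ± 3.93 to 293 ± 84.6, a log2 fold change of 5.38 (0.27, 9.15e-08). For *Junb* and *Jun* the log2 fold changes were 4.30 (0.14, 1.03e-09) and 4.04 (0.12, 8.17e-10). *Hspa1a* (chromosome 17, 34969190 to 34972156) rose from 6.01 ± 1.47 to 164 ± 63.0, a log2 fold change of 4.73 (0.27, 3.09e-07). *Hspa1b* (chromosome 17, 34956436 to 34959238), its close paralog with which it can exchange reads, rose from 6.72 ± 0.713 to 113 ± 53.9, a log2 fold change of 4.07 (0.31, 5.83e-06).

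**Figure D1:**
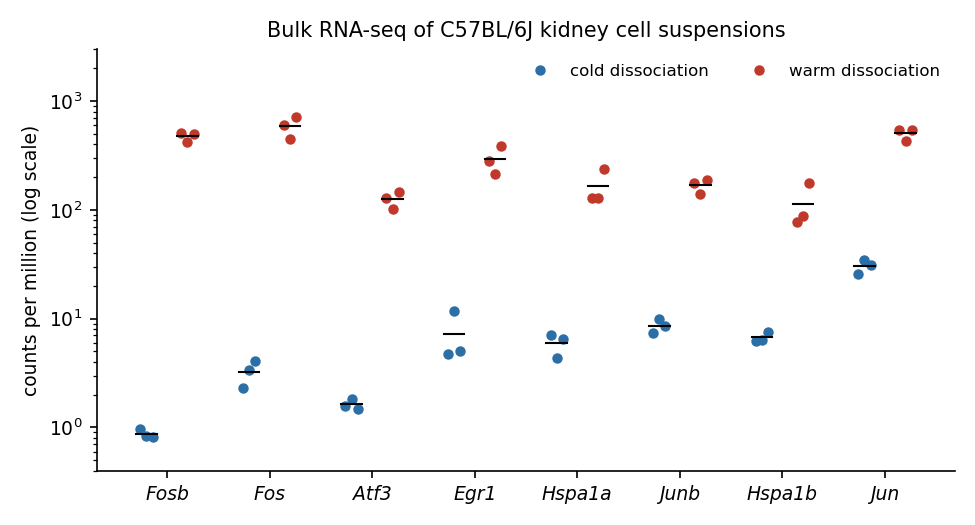
CPM (log axis) of 8 stress genes in the bulk RNA-seq libraries of cold-dissociated (blue) and warm-dissociated (red) suspensions, with 1 point per library and a black line at the mean of 3 libraries. The mean of *Fosb* rises from 0.873 to 476 and that of *Jun* from 30.7 to 504 CPM, and the groups do not overlap for any of the 8 genes, where chance alone separates 3 libraries from 3 in 10% of cases per gene.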

Genes with the highest logFC values (> 4) included immediate-early genes *Fosb*, *Fos*, *Jun*, *Junb*, *Atf3*, and *Egr1* and heat shock proteins *Hspa1a* and *Hspa1b* (Fig. 2a). These findings from bulk RNA-seq confirm the original observations of Adam et al. [18] that warm tissue dissociation induces substantial stress-response-related changes.

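With each of the 6 suspensions left out in turn, the log2 fold change stayed between 8.99 and 9.12 for *Fosb*, between 5.11 and 5.90 for *Egr1* and between 3.62 and 4.29 for *Hspa1b*, and each of the 8 genes stayed past both thresholds. From the induction of immediate-early genes and heat shock proteins in the bulk profiles, the paper concludes that warm dissociation brings about substantial changes related to the stress response.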

**Fig. 2:**
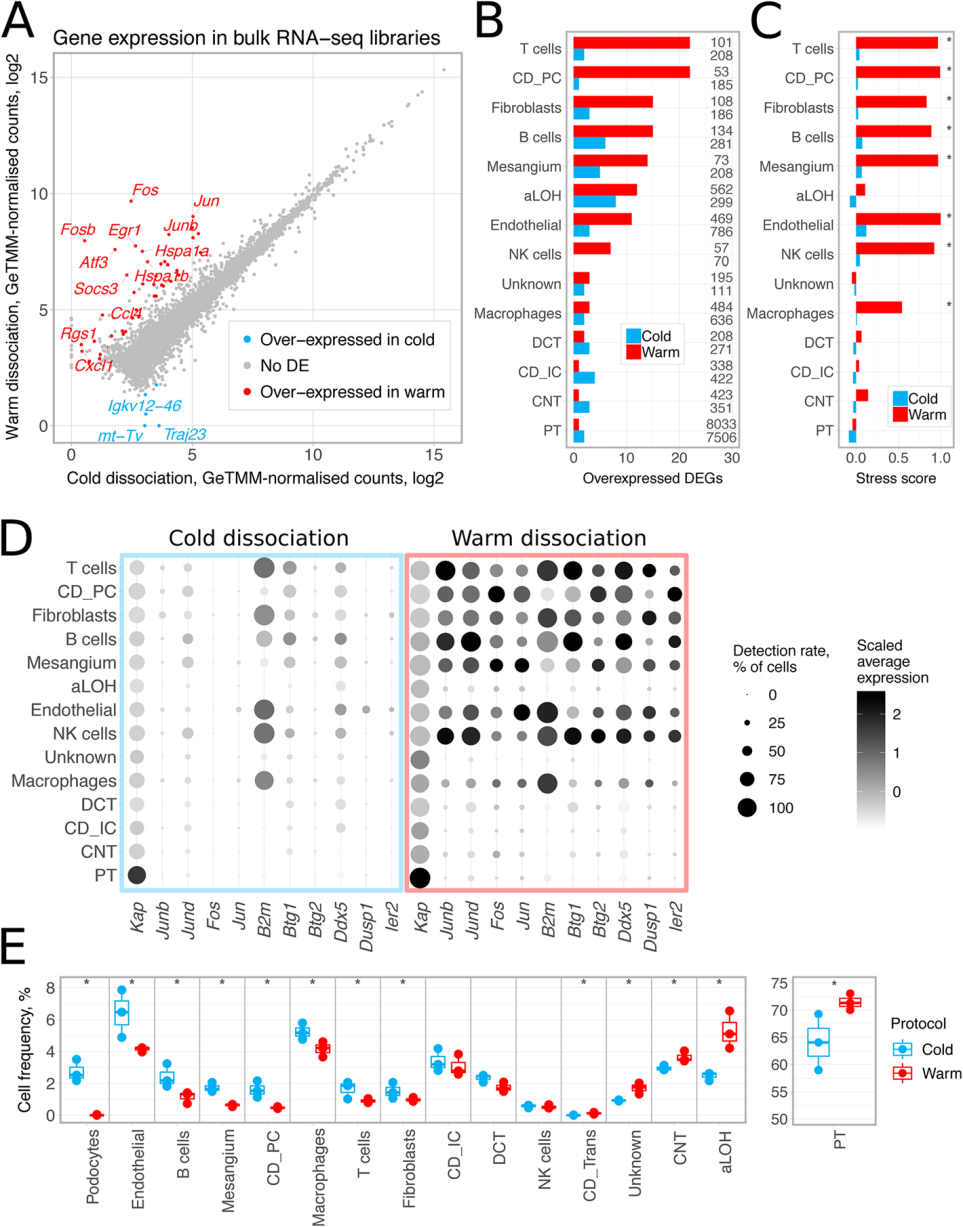
Comparison of cold and warm tissue dissociation protocols. **a** Bulk RNA-seq profiles of dissociated kidneys. GeTMM-normalized counts [29] were averaged across three biological replicates and log2-transformed after adding a pseudo count of 1. DEGs with FDR < 0.05 and logFC threshold of 2 (edgeR exact test [27]) are shown as red and blue dots; protein-coding genes with logFC > 4 are labelled. **b** Number of differentially expressed genes (DEGs) between cold- and warm-dissociated scRNA-seq libraries. Calculated for each cell type separately using Wilcoxon test in Seurat [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05. Numbers on the right side of the plot indicate cell population size. **c** Stress score – an expression score for a set of 17 stress-response-related genes (*Fosb*, *Fos*, *Jun*, *Junb*, *Jund*, *Atf3*, *Egr1*, *Hspa1a*, *Hspa1b*, *Hsp90ab1*, *Hspa8*, *Hspb1*, *Ier3*, *Ier2*, *Btg1*, *Btg2*, *Dusp1*). Calculated as average gene expression level of these genes subtracted by averaged expression of randomly selected control genes and then averaged for cell types. Significance was calculated in a Monte-Carlo procedure with 1000 randomly selected gene sets of the same size, asterisks denote *p* value < 0.01. **d** Expression and detection rates of differentially expressed genes commonly induced in warm-dissociated samples (differentially expressed in at least four cell types). **e** Cell type composition of freshly profiled scRNA-seq libraries. Three biological replicates are shown per condition. Asterisks denote two-sided chi-square test *p* value < 0.001. In **b–d**, podocytes and transitional cells were excluded due to low cell numbers. aLOH: ascending loop of Henle; CD_IC: intercalated cells of collecting duct; CD_PC: principal cells of collecting duct; CNT: connecting tubule; DCT: distal convoluted tubule; PT: proximal tubule

#### Single-cell sequencing reveals heterogeneous stress response across cell populations

We next characterized differences between the two tissue dissociation protocols by scRNA-seq profiling of fresh cell suspensions (Fig. 1a, b). This dataset comprised 23,108 cells, including 11,851 cells from cold- and 11,257 cells from warm-dissociated kidneys (“Methods”). 

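The cold-dissociated kidneys gave 2356, 4084 and 5411 of these cells per library and the warm-dissociated kidneys 2412, 2873 and 5972, all of which were used here without a further filter. The files list 13392 genes for these libraries, and the 12788 genes that are listed for every C57BL/6J library were used.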

Cells were classified into 15 cell types using scMatch [31] by comparing their expression to reference expression profiles from three previous mouse kidney studies [26, 32, 33], followed by gene signature-based refinement (“Methods”, Additional file 2: Figure S1–3, Additional file 3).

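Here, clusters were named from markers, and 17 classes had cells in the fresh libraries. Clusters that stayed without a name held 24 of the 11851 cold cells (0.203%) and 7 of the 11257 warm cells (0.0622%). At a clustering resolution of 1 in place of 2, 97.0% of the cold cells and 98.1% of the warm cells kept their name. With each cell named by its own marker score in place of its cluster, 70.9% and 73.4% did. The doublet score marked 411 cold cells (3.47%) and 398 warm cells (3.54%).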

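In the sums per library and cell class, 13 classes could be tested, with 837 to 9843 genes each, and 71 genes were called higher in warm-dissociated libraries in at least 1 class. Of these genes, 49 were called in 1 class and 22 in at least 2 classes, and 48 are also in the list of the paper (Additional file 4). The count was 225 with a log2 fold change of 1 in place of the fold and detection thresholds, the alternative that moved it most. Without the cold library BG3 it was 47.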

Differential expression analysis identified 64 genes more highly expressed in warm-dissociated libraries in at least one cell type (Fig. 2b, Additional file 4) and gene ontology analysis again reported “regulation of cell death” as one of the top significantly enriched terms (an overlap of 23 genes, FDR = 3.9E−7, Additional file 4). 

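The gene called higher in warm-dissociated libraries in most classes was *Jund* (chromosome 8, 70698949 to 70700616), called in 7 of the 13 classes tested with a median log2 fold change of 2.31 (range 0.53 to 3.36). *Junb* was called in 6 of 12 classes (median 3.92, range 2.46 to 5.79), and *Dusp1* (median 4.20), *Btg1* (0.90) and *Ddx5* (0.46) in 4 classes each. *Ddx5* went both ways, higher in 10 of 13 classes (range −0.53 to 1.29) and lower at an unadjusted p of 0.05 in 2. *Btg1* was called in 2 classes without the library BG3 or BG6, and *Ddx5* in 1 without BG3 and in 2 without BG2, BG5 or BG6. *Fos* was higher in all 13 classes at an adjusted p of 0.05 and was called in 5, where it also passed the detection threshold. Its median log2 fold change was 7.16 with the 3 classes without a UMI in cold libraries at their lower bound, and 6.20 to 9.05 in the measured classes. *Jun* was likewise higher in all 13 classes at an adjusted p of 0.05 and called in 4, with a median of 4.28 (1 class at its lower bound).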

The genes most commonly overexpressed across cell populations are shown in Fig. 2d and include immediate-early response genes such as *Junb* and *Jund* (differentially expressed in seven cell types) and *Jun* and *Fos* (differentially expressed in five cell types).

Notably, the numbers of differentially expressed genes varied among cell types (Fig. 2b), suggesting that cell types respond differently to warm tissue dissociation. 

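Per class, 35 genes were called higher in warm-dissociated dendritic cells, 22 in T cells, 16 in monocytes, 13 in B cells, 11 in collecting duct principal cells, 10 in the ascending loop of Henle and 8 in endothelial cells. In macrophages, the proximal tubule, the descending and distal segments and the remaining collecting duct and connecting tubule classes, 2 or fewer were called. The classes differ in the number of cells and of genes tested, 958 genes in dendritic cells and 9843 in the proximal tubule, and a difference between classes was not tested.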

To quantify these differences, we selected a set of 17 known stress-response-related genes that were induced in the warm-dissociated samples (*Fosb*, *Fos*, *Jun*, *Junb*, *Jund*, *Atf3*, *Egr1*, *Hspa1a*, *Hspa1b*, *Hsp90ab1*, *Hspa8*, *Hspb1*, *Ier3*, *Ier2*, *Btg1*, *Btg2*, *Dusp1*) and used them to calculate a stress score (see “Methods”). Figure 2c shows that significantly high stress scores were detected only in warm-dissociated samples in eight out of 14 cell types. 

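As a set test over libraries, the same 17 genes were compared between warm-dissociated and cold-dissociated libraries with fry, and they were higher in warm in 13 of 13 classes (adjusted p from 0.000122 to 0.0301). The same 13 classes were found with camera under an estimated correlation and without the heat shock genes, and 12 were found with any 1 of the 6 libraries left out. Single gene tests gave 175 pairs of gene and class, of which 135 were higher in warm at an adjusted p of 0.05 over all genes and 156 with p values adjusted over the list alone, a list chosen by the study on these samples. The 1 gene that was lower at this threshold was *Ier3* in the ascending loop of Henle (log2 fold change −1.77, standard error 0.29, adjusted p = 0.000784), a gene and class named after the values were seen. The score of the paper compares the genes with random sets within a sample, which differs from this test between samples.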

Taken together, these results highlight that certain cell types, such as immune and endothelial cells, are particularly sensitive to warm tissue dissociation.

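The median log2 fold change over the stress genes was 4.76 in the descending loop of Henle, 4.28 in dendritic cells, 4.08 in macrophages, 4.02 in B cells, 4.00 in the ascending loop of Henle, 3.74 in collecting duct principal cells, 3.37 in endothelial cells and 3.29 in collecting duct intercalated cells, with monocytes between principal and endothelial cells. It was 3.78 in T cells with genes without a UMI in cold libraries at their lower bound. The smallest medians were 0.68 in the connecting tubule (8 of 9 genes higher) and 0.53 in the distal convoluted tubule (6 of 9 genes higher), and the proximal tubule had 2.85. The filter on low counts left 9 genes in each of the former and 17 in the proximal tubule and endothelial cells. The medians thus cover unlike genes and do not rank the classes by their response. From the stress scores and the numbers of differentially expressed genes, the paper concludes that certain cell types, immune and endothelial cells among them, are particularly sensitive to warm dissociation.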

In contrast to the 64 genes with higher expression in the warm dissociation, only 20 genes had higher expression in the cold-dissociated cell populations, and only five of them (*Hbb-bs*, *Hba-a1*, *Hba-a2*, *mt-Co1*, *Malat1*) were identified in at least two cell types (Fig. 2b, Additional file 5). 

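Here 14 genes were called higher in cold-dissociated libraries, 9 of them among the genes of Additional file 5, and 4 were called in at least 2 classes. These were *Hbb-bs* in 9 classes, *Hba-a1* in 8, *Hba-a2* in 2 and *Hmha1* in 3 (log2 fold change −1.15 to −1.05), the last named after its values were seen. *Hba-a1* was called in 3 classes without the cold library BG5, and *Hba-a2* in 5 without the cold library BG3 and in 1 without BG4 or BG5. DESeq2 called *Hba-a1* in 5 classes and *Hba-a2* in 0. *mt-Co1* was lower in warm in all 13 classes, with a median log2 fold change of −0.65 (range −0.97 to −0.01). It reached an adjusted p of 0.05 in edgeR in 1 class, an unadjusted p of 0.05 in 4, and was called in 0, as with DESeq2. Without the filter on low counts *mt-Co1* was called in 4 classes, without the cold library BG1 in 6 and without the warm library BG4 in 2. *Malat1* was higher in warm in 5 of 13 classes and lower in 8 (median −0.06), passed an unadjusted p of 0.05 in 1 class and was called in 0 by edgeR and DESeq2. Without the filter on low counts or without BG1 *Malat1* was called in 1 class.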

We note the levels of hemoglobin transcripts suggest contamination from erythrocytes is higher in the samples dissociated on ice.

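*Hbb-bs* (chromosome 7, 103826534 to 103828096) had a median log2 fold change of −1.63 between warm-dissociated and cold-dissociated libraries over 13 classes (range −2.91 to 1.62) and was higher in warm in 2 classes. *Hba-a1* had a median of −2.02 (range −3.17 to 2.05) and was higher in warm in 3 classes. *Hba-a2* and *Hbb-bt*, whose sequences are close to those of *Hba-a1* and *Hbb-bs*, had medians of −2.19 and −2.13 and an adjusted p under 0.05 toward cold in 7 classes each. For *Hbb-bt*, called in 0 classes by edgeR and DESeq2, an unadjusted p of 0.05 was reached in edgeR in 9 of 11 classes.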

#### Cell composition differs between two tissue dissociation protocols

In addition to expression changes, our analyses identified eight cell populations that were less abundant in warm-dissociated samples in comparison to cold-dissociated ones, including podocytes, mesangial cells, and endothelial cells (Fig. 2e left, chi-square test *p* value < 0.001). These depleted populations also showed significantly high expression of the stress-response-related gene set as described above (Fig. 2c). 

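In the comparison of cell numbers, 7 of 17 classes had a lower share of cells in warm-dissociated libraries, and in each of the 7 the 3 warm libraries lay below the 3 cold libraries. The log2 fold change was −5.96 for podocytes (standard error 0.44, adjusted p = 4.54e-07 from edgeR) and −2.47 for mesangial and mural cells (0.32, 6.69e-05, 24 cells in warm and 143 in cold). It was −1.31 for monocytes (adjusted p = 0.0191), −1.10 for B cells (0.0159), −1.05 for dendritic cells (0.0184), −0.999 for collecting duct principal cells (0.0119) and −0.58 for endothelial cells (0.0362). T cells fell by 0.69 on the log2 scale, with an adjusted p of 0.0647 and 1 of 3 warm libraries below all cold libraries.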

Notably, only three podocytes were detected in warm-dissociated samples (0.03% of the total cell count), compared to 330 (2.78%) in the cold-dissociated samples. These findings suggest that these populations are sensitive to warm dissociation and consequently underrepresented.

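Podocyte-like cells numbered 0, 4 and 1 in the 3 warm-dissociated libraries of 2412, 5972 and 2873 cells. In total these were 5 of 11257 cells, or 0.0444% (95% Wilson interval 0.0190 to 0.104%). In the cold-dissociated libraries they numbered 55, 148 and 149, in total 352 of 11851 cells, or 2.97% (2.68 to 3.29%). These intervals pool the cells and cover counting error only, not the spread between libraries. The mean share per library was 0.0339% ± 0.0335 (SD, n = 3) in warm and 2.90% ± 0.658 (SD, n = 3) in cold libraries (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).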

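The number of classes with a lower share depended on the libraries and on the scaling. It was 2 without the warm library BG4, 4 without the warm library BG2, 8 without the cold library BG1 and 5 with TMM factors computed on the cell numbers. From the lower shares and the expression of the stress genes, the paper proposes that these populations are sensitive to warm dissociation and hence underrepresented.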

Conversely, we identified cells such as those of the ascending loop of Henle (aLOH) and proximal tubule (PT), that were more abundant in warm-dissociated samples (aLOH 4.99% vs. 2.52% in cold, PT 71.36% vs. 63.34% in cold), potentially indicating their less efficient dissociation by cold-active protease (Fig. 2e right).

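Cells of the ascending loop of Henle made up 6.61% ± 1.32 (SD, n = 3) of the warm-dissociated libraries and 2.82% ± 0.239 (SD, n = 3) of the cold-dissociated libraries, and the 3 warm libraries lay above the 3 cold libraries (exact permutation test, p = 0.1). In cell numbers the log2 fold change was 1.21 (standard error 0.21, adjusted p = 0.000613 from edgeR, 715 and 341 cells), and this was the only class of 17 with a higher share at an adjusted p of 0.05. PT cells made up 71.8% ± 1.65 (SD, n = 3) of the warm and 64.6% ± 5.57 (SD, n = 3) of the cold libraries. The groups of libraries did not overlap (exact permutation test, p = 0.1). In edgeR the log2 fold change of 0.15 (standard error 0.17) did not pass (adjusted p = 0.422). That test draws on the spread of all classes, so its error is not the replicate spread of the PT alone.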

Finally, to determine whether microfluidic partitioning could affect cell composition, we compared bulk RNA-seq and scRNA-seq data generated on the same dissociated kidney samples (Additional file 6: Supplementary Note 1). Our results suggest that proportions of aLOH cells in cell suspensions were higher before they were loaded on the Chromium Controller and that they are somehow underrepresented. 

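Class shares in the bulk libraries of these suspensions were estimated by nu-support vector regression, the method within BSEQ-sc, on the mean profiles of cold fresh 10x cells for both protocols, with 3 markers of the aLOH, after division of the bulk counts by gene length. Cells of the aLOH came to 29.4% ± 1.45 (SD, n = 3) in the cold bulk libraries and 32.3% ± 3.40 (SD, n = 3) in the warm bulk libraries. The difference from the share among 10x cells was 26.6 percentage points in cold and 25.7 in warm, with no overlap of the 3 bulk and 3 10x libraries (exact permutation test, p = 0.1 for each). The difference in cold was 14.5 points with markers at an ln fold change above 1 in place of 1.5, the alternative that moved it most, 21.4 with non-negative least squares and 30.8 with the RNA content of classes kept. An excess was not limited to the aLOH. In the same fits the distal convoluted tubule came to 10.0% in cold and 14.8% in warm bulk libraries, above its 10x shares of 2.62 and 2.23%. The PT came to 52.4 and 43.6%, below its 10x shares of 64.6 and 71.8%. Collecting duct intercalated cells, the descending loop of Henle, T cells, dendritic cells and monocytes came to 0% in both. From its own estimates, the paper proposes that aLOH cells were more frequent in the suspensions before these were loaded on the Chromium Controller.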

As to possible mechanisms for this, it may be that they are more resistant to lysis in the device or that there is differential sampling of these cells due to cell size or shape as they enter the microfluidic device.

### Comparison of cell preservation protocols

We next evaluated whether cryopreservation and methanol fixation maintain cell composition and transcriptional profiles of kidneys. Aliquots of single-cell suspensions of cold- and warm-dissociated kidneys were cryopreserved (50% FBS, 40% RPMI-1640, 10% DMSO) and stored for 6 weeks or methanol-fixed and stored for 3 months. These stored samples were then profiled with 10x Genomics Chromium scRNA-seq (Fig. 1a, b, “Methods”). 

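Each of the 4 stored conditions had 3 libraries, which the authors processed and deposited as UMI counts in the same way. Cryopreserved libraries held 1816117 to 2742014 UMIs (median 1838652) after cold and 1589682 to 2016943 UMIs (median 1908091) after warm dissociation. Methanol-fixed libraries held 2694661 to 6622948 UMIs (median 6275212) after cold and 983522 to 3882938 UMIs (median 1964764) after warm dissociation. The median per cell was 1319 to 1610 UMIs in cold and 866 to 1442.5 UMIs in warm cryopreserved libraries, and 837 to 936.5 and 802 to 868 UMIs in cold and warm methanol-fixed libraries. The median mitochondrial share per cell was 11.0 to 14.7% in cold cryopreserved, 14.4 to 25.2% in warm cryopreserved, 15.5 to 23.0% in cold methanol-fixed and 15.9 to 19.8% in warm methanol-fixed libraries. Each condition was compared with the fresh libraries of the same dissociation protocol by the tests used for the fresh cells, and genes were called with the threshold of 1 that the paper set for storage on the ln scale. Clustering was shared with the fresh cells, and 0 to 0.7104% of the stored cells per condition stayed without a name. With each cell named by its own marker score, 53.5% of cold and 56.2% of warm methanol-fixed cells kept their name. For cryopreserved cells these were 89.9 and 79.4%. Since stored and fresh aliquots came from the same suspensions, the tests were also run with the suspension as a block, an alternative chosen after the data were seen.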

The resulting datasets consisted of 11,627 and 5545 methanol-fixed cells and 3519 and 3483 cryopreserved cells derived from cold- and warm-dissociated kidneys, respectively. 

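The cryopreserved libraries held 897, 993 and 1629 cells after cold dissociation and 1000, 1228 and 1255 after warm dissociation, fewer in each case than every fresh library of the same protocol. Chance alone separates 3 libraries from 3 in 10% of cases. The methanol-fixed libraries held 1886, 4672 and 5069 cells after cold dissociation and 782, 1451 and 3312 after warm dissociation. The number of cells loaded per library was not used here.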

Despite loading similar numbers of cells, the number of high-quality cells obtained from the cryopreserved samples after quality control and filtering (“Methods”) was substantially lower (~ 30%) than that of the fresh and methanol-fixed samples.

#### Cryopreservation depletes epithelial cell types

The most prominent difference in recovery rates pertained to cells of the proximal tubule (PT), the most populous cell type in kidney [34]. In freshly profiled suspensions, PT composed 63.12% and 70.86% of all cells in cold- and warm-dissociated samples, respectively. In contrast, PT were scarcely detected in cryopreserved samples, at 0.31% and 0.57%, respectively (see Fig. 3a for cold-dissociated samples, Additional file 2: Figure S4 for warm-dissociated samples, Additional file 2: Figure S5 for biological replicates). 

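Here PT cells made up 0.421% ± 0.350 (SD, n = 3) of the cold cryopreserved libraries, with 13 PT cells among 3519 (0.369%, 95% Wilson interval 0.216 to 0.631%). They made up 0.603% ± 0.0469 (SD, n = 3) of the warm cryopreserved libraries, with 21 among 3483 (0.395 to 0.920%). Both intervals pool the cells and leave out the spread between libraries. Compared with fresh libraries the mean share fell by 64.2 percentage points after cold dissociation and fell by 71.2 points after warm dissociation, and no cryopreserved library overlapped a fresh library (exact permutation test, p = 0.1 for each, the smallest p possible). With cells named by their own marker score, the alternative that moved it most, it fell by 39.95 points and fell by 49.2 points.

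**Figure D2:**
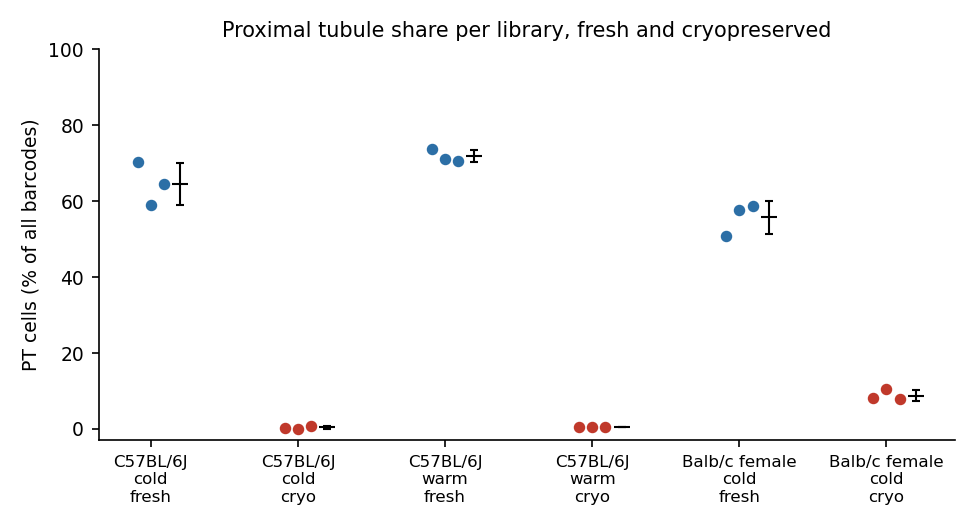
Share of proximal tubule cells among all barcodes, in percent, in fresh (blue) and cryopreserved (red) libraries of cold-dissociated C57BL/6J, warm-dissociated C57BL/6J and cold-dissociated Balb/c female kidneys. Points are libraries, 3 per group, with the mean and error bars of 1 SD. The means in C57BL/6J fall from 64.6 to 0.421% (cold) and from 71.8 to 0.603% (warm), and in Balb/c females from 55.7 to 8.79%.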

We next compared recovery rates of other cell populations in freshly profiled and cryopreserved samples relative to all non-PT cells. This comparison revealed significant underrepresentation (chi-square test *p* value < 0.001) of five kidney cell types in cryopreserved samples prepared with the cold dissociation protocol, three of which were also underrepresented in the cryopreserved warm dissociation samples (Additional file 2: Figure S6). Together with the loss of PT cells, this indicates that the cryopreservation and subsequent thawing protocol failed to efficiently recover kidney epithelial cell populations.

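Among cells outside the PT, 5 of 16 classes had a lower share in cold cryopreserved than in cold fresh libraries, and in each of them the 3 cryopreserved libraries lay below the 3 fresh libraries. The log2 fold change was −2.34 for the aLOH (standard error 0.25, adjusted p = 6.81e-05 from edgeR), −2.53 for the distal convoluted tubule (0.31, 8.80e-05), −1.18 for podocytes (0.22, 0.00163), −1.12 for the connecting tubule (0.35, 0.0167) and −0.90 for collecting duct intercalated cells (0.23, 0.00806). After warm dissociation 1 of 16 classes was lower, the connecting tubule at −3.01 (standard error 0.25, adjusted p = 0.000235, 3 of 3 libraries below all fresh libraries). The aLOH (−0.97, adjusted p = 0.0569) and the distal convoluted tubule (−0.72, 0.0707) did not pass, although all 3 of their cryopreserved libraries lay below the fresh libraries. Without the warm cryopreserved library BG31, 3 classes were lower and 7 higher, and 3 were lower at a clustering resolution of 1 or with cells named by their own marker score.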

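In cold cryopreserved libraries 5 classes had a higher share of the cells outside the PT. These were neutrophils (log2 fold change 2.37, adjusted p = 0.00776 from edgeR), monocytes (1.48, 0.00157), B cells (0.87, 0.0128), T cells (0.75, 0.0151) and endothelial cells (0.44, 0.0422), with the 3 cryopreserved libraries above the 3 fresh libraries in each. Endothelial cells did not pass with the suspension as a block (adjusted p = 0.0632, in a range of 8.87e-05 to 0.404 over the alternatives). Without the cold fresh library BG5 or at a clustering resolution of 1, 3 classes were higher, with TMM factors on the cell numbers 2, and with cells named by their own marker score 8. Because shares add up to a fixed total, a rise in a share does not show a rise in the number of cells. From the loss of PT cells and the lower shares of these classes, the paper concludes that cryopreservation and thawing failed to recover kidney epithelial populations efficiently.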

**Fig. 3:**
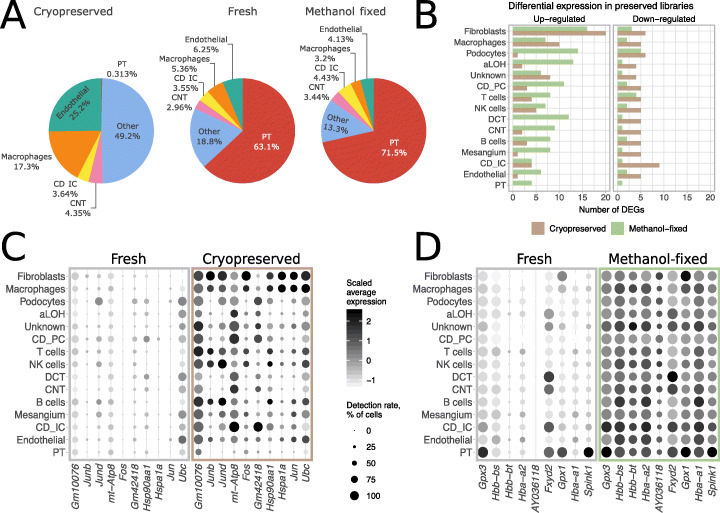
Cell preservation protocol performance in cold-dissociated samples. **a** Cell type composition of freshly profiled and preserved cold-dissociated samples. **b** Number of differentially expressed genes (DEGs) detected between preserved and freshly profiled aliquots. Seurat Wilcoxon test [30] with logFC = 1, min detection rate 0.5, FDR < 0.05 as thresholds. **c** Expression and detection rates of DEGs with higher expression in cryopreserved samples in at least two cell types. **d** Expression and detection rates of DEGs with higher expression in methanol-fixed samples in at least nine cell types. aLOH: ascending loop of Henle; CD_IC: intercalated cells of collecting duct; CD_PC: principal cells of collecting duct; CNT: connecting tubule; DCT: distal convoluted tubule; PT: proximal tubule

Previous studies have reported cryopreserved cells generate comparable data to that of fresh cells [22, 23]. Hence, we repeated the experiment comparing cryopreserved and freshly profiled cold-dissociated single-cell suspension aliquots using different mice (Balb/c female), 10x chemistry (v3 as opposed to v2), storage length (2 weeks as opposed to 6 weeks), and centrifugation speed for thawing and resuspension (1200*g* as opposed to 400*g*). 

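The female mice were 15 weeks old, and the 3 fresh and 3 cryopreserved libraries were deposited as UMI counts like those of the C57BL/6J mice. The fresh libraries held 16622862 to 27869324 UMIs (median 19340835) in 16947 cells, and the cryopreserved libraries 4734070 to 6108639 UMIs (median 5640382) in 4274 cells. Per library, 1188, 1543 and 1543 cryopreserved and 4413, 4606 and 7928 fresh cells were kept by the authors. The median per cell was 2293 to 2990.5 UMIs in fresh and 2955 to 3330.5 UMIs in cryopreserved libraries, with a median mitochondrial share of 35.7 to 36.3% and 36.0 to 36.5%. Cells of both conditions were clustered together and named by the same markers, and all of them received a name. Strain, sex, chemistry, storage and thawing changed together between the experiments, so their effects cannot be told apart.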

Again, there was a significant depletion of PT cells, with them making up 55.55% of the freshly profiled cells but only 7.65% of the cryopreserved cells (Additional file 2: Figure S7). 

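PT cells made up 55.7% ± 4.25 (SD, n = 3) of the fresh and 8.79% ± 1.49 (SD, n = 3) of the cryopreserved female libraries, so that the mean fell by 46.9 percentage points (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In total, 379 of 4274 cryopreserved cells were PT cells (8.87%, 95% Wilson interval 8.05 to 9.76%, without the spread between libraries). Among cells outside the PT, the connecting tubule (log2 fold change −2.54, standard error 0.28, adjusted p = 4.20e-05 from edgeR), the aLOH (−1.89, 0.30, 0.000542) and the distal convoluted tubule (−1.56, 0.26, 0.000566) were lower, each with 3 of 3 cryopreserved libraries below the fresh libraries. A higher share was found for 8 classes, with B cells at 2.96 and monocytes at 1.60, and in 7 of the 8 the 3 cryopreserved libraries lay above the fresh libraries. Without the cryopreserved library MJ53 5 classes were higher, as at a clustering resolution of 1, and with TMM factors on the cell numbers 1 was.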

Notably, only ~ 33% and ~ 32% of cells were recovered after cryostorage in the first and the repeated experiment, respectively; the average viability estimated by the Countess was 86% and 75%, respectively. From this, we conclude that, at least in the case of mouse kidneys, cryopreservation of dissociated cells using 50% FBS, 40% RPMI, and 10% DMSO can induce substantial deleterious changes in cell composition.

In contrast to a previous report assessing storage of cell lines and immune cells [22], in the case of dissociated mouse kidneys, methanol fixation better preserved cell type composition than cryopreservation (Fig. 3a, Additional file 2: Figure S4–5). Nevertheless, certain cell types were moderately underrepresented in the methanol-fixed samples in comparison to freshly profiled samples, with macrophages showing the largest reduction from 5.36 to 3.2% in cold-dissociated samples and from 4.28 to 2.54% in warm-dissociated samples.

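The share of PT cells was 73.0% ± 3.40 (SD, n = 3) in cold and 78.8% ± 1.93 (SD, n = 3) in warm methanol-fixed libraries, above the 3 fresh libraries in 2 of 3 cold and 3 of 3 warm libraries. Of 17 classes, 0 differed in share between cold methanol-fixed and fresh libraries at an adjusted p of 0.05 in edgeR, and 4 were lower and 0 higher at an unadjusted p of 0.05. With the suspension as a block, 9 classes were lower and 1 was higher at an adjusted p of 0.05, and with TMM factors on the cell numbers 0 were lower and 2 higher. In warm libraries 2 classes were lower at an adjusted p of 0.05, and with the block 3 were lower and 1 was higher. From the composition in Fig. 3a, the paper concludes that methanol fixation preserved the cell types of dissociated kidneys better than cryopreservation.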

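Macrophage-like cells made up 3.43% ± 0.386 (SD, n = 3) of the cold methanol-fixed libraries and 5.26% ± 0.458 (SD, n = 3) of the cold fresh libraries. After warm dissociation they made up 2.78% ± 0.221 (SD, n = 3) and 4.84% ± 0.4657 (SD, n = 3). The methanol-fixed libraries lay below the fresh libraries for both protocols (exact permutation test, p = 0.1 for each, the smallest p possible). In cell numbers the log2 fold change was −0.61 after cold (standard error 0.19, unadjusted p = 0.0102, adjusted p = 0.173 from edgeR) and −0.79 after warm dissociation (0.16, adjusted p = 0.00540). With the suspension as a block macrophages also passed after cold dissociation (−0.60, standard error 0.12, adjusted p = 0.000138 from edgeR, in a range of 0.000138 to 0.716 over the alternatives). After warm dissociation they did not pass with cells named by their own marker score (adjusted p = 0.0918 from edgeR, the highest of a range from 3.05e-05). The distal convoluted tubule was also lower after warm dissociation (−0.75, 0.22, 0.0337, 3 of 3 libraries below the fresh libraries), and 5 classes were lower without the methanol-fixed library BG55, against 1 without BG53 or BG57. The mean share of endothelial cells fell from 6.66 to 4.55% after cold and from 4.46 to 2.89% after warm dissociation. In percentage points this was more than for macrophages after cold and less after warm dissociation.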

#### Cryopreservation induces stress response

To gain further insights into preservation-related artifacts, we compared gene expression between preserved and freshly profiled samples in each cell type separately. 

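In the sums per library and class, 28 genes were called higher in cold cryopreserved libraries in at least 1 of 13 classes and 29 in cold methanol-fixed libraries in at least 1 of 16. Of these, 26 and 23 are also in the lists of the paper (Additional files 7 and 9). With a log2 fold change of 1 in place of the fold and detection thresholds, the alternative that moved them most, the counts were 254 and 698. In the other direction 9 and 11 genes were called (14 in place of 9 without the cold fresh library BG3). After warm dissociation, 38 genes were called higher and 16 lower in cryopreserved libraries, and 11 higher and 9 lower in methanol-fixed libraries. Without the warm fresh library BG4, 27 genes were called higher in warm methanol-fixed libraries, and 4, 2 and 3 were called lower without the methanol-fixed library BG53 or BG55 or the fresh library BG6.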

In cold-dissociated samples, 31 and 27 genes were overexpressed in at least one cell type in cryopreserved and methanol-fixed cells, respectively, when compared to freshly profiled suspensions (Fig. 3b, see Additional file 2: Figure S4 for warm-dissociated samples).

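In cold cryopreserved libraries the 17 stress-response-related genes were higher as a set than in fresh libraries in 11 of 13 classes (fry, adjusted p up to 0.0410), all except the aLOH and the connecting tubule. With the suspension as a block it was 8 classes, and with camera under an estimated correlation 10. *Junb* was called in 5 of 10 classes (median log2 fold change 3.19), *Jund* in 5 of 13 (1.18), *Jun* in 4 of 11 (3.53) and *Hsp90aa1* in 4 of 13 (0.64). *Fos* was called in 3 of 9 classes (5 without the cryopreserved library BG32) with a median of 7.04, and *Hspa1a* in 3 of 9 with a median of 7.50, with classes without a UMI in fresh libraries at their lower bound. Of 150 pairs of gene and class, 110 were higher and 0 lower at an adjusted p of 0.05 over all genes. With p values adjusted over the list alone, 121 were higher and 1 was lower. *Gm10076*, a long noncoding RNA on chromosome 14 (105681828 to 105682211), was called in most classes, 12 of 13 (median 1.75, 13 of 13 higher). After warm dissociation the set was higher in 8 of 12 classes (5 with the block, 4 with camera, 3 without the cryopreserved library BG35 and 4 without the fresh library BG2), and *Hspa1a* was called in 3 of 12 classes (median 1.12). *Jund* was called in 2 of the 12 (0.71, 1 without BG35 or BG4), and *Junb* (0.27, higher in 7 of 12), *Jun* (0.47) and *Fos* (0.78) in 1 each. Without BG2 *Junb* was called in 2, and *Fos* in 2 without any 1 of BG33, BG35, BG2 and BG6. Of 184 pairs 78 were higher and 2 lower over all genes (103 and 8 adjusted over the list alone). *Hbb-bs* and *Hba-a1* were lower in cold cryopreserved libraries in 13 of 13 classes (medians −7.92 and −6.86), as were *Kap* and *Gpx3* (−3.63 and −3.95), which were called in 12.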

In cryopreserved samples, stress-response-related genes were induced, including multiple immediate-early response genes and heat shock proteins (Fig. 3c, Additional file 2: Figure S4, Additional files 7, 8). In contrast, genes overexpressed in methanol-fixed cells were those highly expressed in tubular cells and hemoglobin genes (Fig. 3d, Additional files 9, 10). 

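Genes called higher in most classes of cold methanol-fixed libraries were *Gpx3* (chromosome 11, 54902453 to 54910377) in 13 of 16 classes with a median log2 fold change of 1.85, *Hbb-bt* in 11 (1.49), *AY036118* in 11 and *Spink1* in 10 (1.75). *Hbb-bs* was called in 9 classes (1.21), *Gpx1* in 9 (1.53), *Hba-a1* in 8 (1.13), *Fxyd2* in 8 (1.42) and *Hba-a2* in 7 (1.04). Several of these counts rested on single libraries. Without the fresh library BG3 they were 4 for *Hbb-bs*, 4 for *Gpx1*, 4 for *Fxyd2*, 5 for *Spink1*, 2 for *Hba-a1* and 2 for *Hba-a2*, and without the fresh library BG5 they were 15 for *Hbb-bs* and 13 each for *Hba-a1* and *Hba-a2*. Without the methanol-fixed library BG56 they were 7 for *Hbb-bt*, 6 for *AY036118*, 6 for *Spink1*, 5 for *Gpx1*, 5 for *Fxyd2*, 4 for *Hba-a1* and 2 for *Hba-a2*. Without BG54 they were 5 for *Fxyd2*, 5 for *Hba-a1* and 2 for *Hba-a2*, and without BG1 4 for *Hba-a2*. DESeq2 called *Hbb-bs*, *Hbb-bt* and *Hba-a2* in 4 classes each and *Hba-a1* in 3. *AY036118*, listed as a noncoding RNA on chromosome 17 (39847113 to 39848035), had a median of 5.79 with 3 classes without a UMI in fresh libraries at their lower bound. *Malat1* (chromosome 19, 5795690 to 5802672), a nuclear noncoding RNA, was lower in 16 of 16 classes (median −2.74, range −3.49 to −2.28). In warm methanol-fixed libraries *AY036118* and *Gm10076* were called in 9 of 9 classes (medians 6.47 and 1.73), *Hbb-bs* in 5 (1.47, 1 without BG53 and 2 without BG4), and *Malat1* was lower in 9 of 9 and called in 8 (5 without BG55). *Gpx3* had a median of 0.91 there and was called in 0 of 9 classes by edgeR and DESeq2 (1 without BG4), with an adjusted p under 0.05 in 4 and an unadjusted p under 0.05 in 9. The stress-response-related genes were lower as a set in 7 of 15 classes of cold methanol-fixed libraries (fry), 3 with the suspension as a block, 0 with camera, 2 without the methanol-fixed library BG54 and 3 without BG52 or BG56. Of 94 pairs of gene and class there, 32 were lower and 1 was higher at an adjusted p of 0.05 over all genes (34 and 1 adjusted over the list alone). In warm methanol-fixed libraries fry found 0 of 9 classes at an adjusted p of 0.05, 2 lower at an unadjusted p and camera 0, while in single gene tests 26 of 119 pairs were lower and 1 was higher over all genes (32 and 3 adjusted over the list alone).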

The same set of transcripts contaminated most cell types suggesting methanol fixation damages cells and leads to ambient RNA contamination of droplets (see Additional file 6: Supplementary Note 2 for more detailed investigation of the ambient RNA profile).

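Of the 29 genes higher in cold methanol-fixed libraries, 19 were called in at least 2 and 13 in at least 5 of the 16 classes. After warm dissociation 9 of 11 genes were called in at least 2 and 4 in at least 5 of 9 classes. Each of the 4 hemoglobin genes was higher in 15 of 16 classes after cold dissociation and lower in NK cells. From the same transcripts appearing in most cell types, the paper proposes that methanol fixation damages cells and that the released RNA enters other droplets.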

### Comparison of single-cell and single-nucleus sequencing protocols

Having identified cold-active protease as a less damaging tissue dissociation approach for scRNA-seq, we next compared it to snRNA-seq. We performed a series of experiments using kidneys from Balb/c male mice with v2 10x chemistry or female mice with v3 chemistry and prepared cells using cold tissue dissociation for scRNA-seq and nuclei using three variant protocols for snRNA-seq (“Methods”, Fig. 1b–e). Two nuclei isolation protocols made use of fluorescence-activated nuclei sorting (FANS). The first protocol washed the nuclei three times and used a centrifugation speed of 500*g* (further referred to as SN_FANS_3x500g, Fig. 1c). In the second protocol, nuclei were washed once and a centrifugation speed of 2000*g* was used (SN_FANS_1x2000g, Fig. 1d). In the third protocol, nuclei were initially washed using a 500*g* spin and then cleaned using a sucrose cushion avoiding the requirement to sort isolated nuclei (SN_sucrose, Fig. 1e). 

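For these comparisons, 10x libraries of cold-dissociated cells and of nuclei were made from 18-week-old males (chemistry version 2) and 15-week-old females (version 3), with 3 libraries per sex and preparation. Nuclei of the males were prepared by SN_FANS_3x500g only. The authors deposited UMI counts, called cells and nuclei with EmptyDrops and removed mitochondrial genes from the nuclei. The paper's methods give a minimum of 450 UMIs per nucleus in males and 900 in females, and over the genes listed the files hold nuclei of down to 418 UMIs in males and 710 in females. Reads on exons were counted for cells, and reads on introns and exons for nuclei, so that counting and preparation cannot be told apart. The male libraries held 1362810 to 2573720 UMIs (median 1644357) in 9153 cells and 7629138 to 9390078 UMIs (median 7678145) in 23849 nuclei, with a median of 343 to 688 UMIs per cell and 946 to 1025 per nucleus. The female nuclei libraries held 27228611 to 30416400 UMIs (median 30380964, SN_FANS_3x500g, 23256 nuclei), 31172062 to 35170947 (34818583, SN_FANS_1x2000g, 26345 nuclei) and 26142380 to 29951251 (28214198, SN_sucrose, 24853 nuclei). The median per nucleus was 3108.5 to 3893.5 UMIs. Cells and nuclei of each sex were clustered apart and named by the same markers, and 9.67% of the male nuclei, 1.35 to 1.70% of the female nuclei and 1.07% of the male cells stayed without a name. Sex, age, chemistry and batch cannot be told apart.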

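Between the female protocols, 93 genes were called higher in SN_FANS_1x2000g and 50 in SN_FANS_3x500g in at least 1 of 13 classes. SN_FANS_1x2000g against SN_sucrose gave 20 and 14 genes, and SN_sucrose against SN_FANS_3x500g gave 78 and 101. The count of 50 was 21 without the nuclei library MJ50, 82 without MJ46 and 15 with nuclei named by their own marker score. *Kap*, *Spp1*, *Tmem27*, *Cox8a* and *Itm2b* were higher in SN_FANS_1x2000g than in SN_FANS_3x500g in 13 of 13 classes, with median log2 fold changes of 3.78, 2.29, 2.33, 1.73 and 1.66. *Kap* was also higher than in SN_sucrose in 13 of 13 classes (1.56). The files list 0 mitochondrial genes for these nuclei, so their share could not be compared here. In shares of nuclei, SN_FANS_1x2000g differed from SN_FANS_3x500g in 1 of 13 classes (macrophages, log2 fold change 0.65, adjusted p = 0.0209 from edgeR) and from SN_sucrose in 1 (urothelial cells, 1.52, 0.0189), with 3 of 3 libraries above the other group. The first call was lost without any 1 of MJ45, MJ47, MJ48 and MJ50, and the second without any 1 of the SN_sucrose libraries MJ57, MJ58 and MJ59. SN_sucrose had 5 classes lower and 2 higher than SN_FANS_3x500g, of which 0 of the lower ones passed without the library MJ57, where 4 reached an unadjusted p of 0.05, and 3 passed without MJ58. Of the 2 higher ones 1 passed without MJ47, MJ57, MJ58 or MJ59.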

The three nuclei isolation protocols yielded comparable results, with the most notable difference being a higher contamination with mitochondrial genes in SN_FANS_1x2000g (see Additional file 6: Supplementary Note 3 and Additional files 11, 12, 13). 

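After genes seen in fewer than 10 barcodes per library were left out, the median was 1819 genes in female nuclei and 980 in female cells, and 677 in male nuclei and 325 in male cells. The files list 14310 genes for each fresh library of female cells and 12270 to 12738 for the cryopreserved ones, and the 11947 genes listed for all 6 were used from here on, against 18679 in female nuclei and 16524 in both male groups. Over these genes the library medians averaged 1830.3 ± 123 (SD, n = 9) in female nuclei and 984 ± 90.8 (SD, n = 3) in female cells, for which the average was 994 over all genes listed for the fresh libraries. To compare barcodes of equal depth, each was thinned to 500 UMIs, and 5131 of 9153 male cells, 1353 of 23849 male nuclei, 499 of 16947 female cells and 0 of 74454 female nuclei with fewer UMIs were left out. The medians then averaged 376.3 ± 8.63 genes (SD, n = 9) in female nuclei and 263.3 ± 1.15 (SD, n = 3) in female cells, a difference of 113 genes (exact permutation test, p = 0.00455, the smallest p that 9 libraries against 3 allow). Here and below, this test takes the 9 nuclei libraries of 3 protocols as interchangeable replicates. For a single protocol, 3 libraries against 3 would allow no p below 0.1. In males they averaged 373.7 ± 2.08 genes in nuclei and 356 ± 2.65 in cells (SD, n = 3 each, exact permutation test, p = 0.1), whereas the difference without thinning was 317 genes. With mitochondrial genes left out of the female cells before thinning, as they are in the nuclei, the difference was 5.67 genes (exact permutation test, p = 0.318), with 6 of 9 nuclei libraries above and 3 below all cell libraries.

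**Figure D3:**
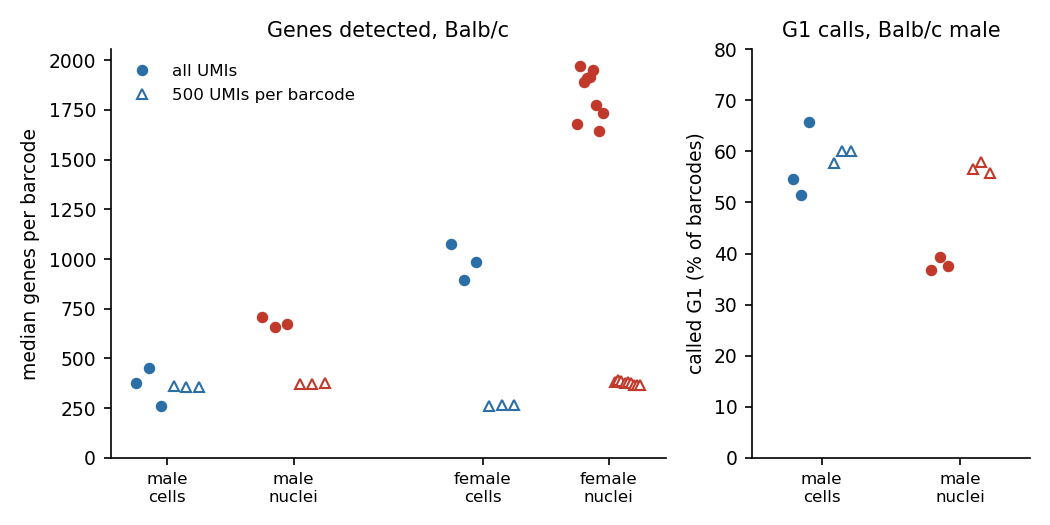
Left panel, median number of genes per barcode in each library of Balb/c male and female cells (blue) and nuclei (red), from all UMIs (filled circles) and from 500 UMIs per barcode (open triangles). Right panel, share of barcodes assigned to G1 phase, in percent, in male cells and nuclei with the same symbols. At 500 UMIs the medians of male libraries average 356 genes in cells and 373.7 in nuclei, and the G1 shares 59.3 and 56.7%.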

Single-nuclei sequencing detected more genes per nuclei than single-cell sequencing per cell, with the median numbers of 1819 and 981 genes, respectively (genes detected in at least 10 cells/nuclei were retained in each sample). In addition, we performed bulk RNA-seq of intact flash-frozen whole kidneys and of cold-dissociated cell suspensions (Fig. 1b, f).

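Bulk libraries of intact kidneys came from 3 male (reads of 51 nt) and 3 female Balb/c mice, and libraries of cold-dissociated suspensions from 3 females (60 nt for both female groups). The deposited read counts per gene, made as for the C57BL/6J bulk libraries, sum to 2326998 to 7879117 (median 4888491) in male intact kidneys, 29097780 to 31093949 (median 29906670) in female intact kidneys and 21984996 to 26295983 (median 23663338) in female suspensions. Intact and dissociated female libraries were compared with edgeR, and class shares were estimated from the mean profiles of the fresh cells of the same sex.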

Detection rates of non-epithelial kidney cell types were markedly different between scRNA-seq and snRNA-seq libraries (Fig. 4a, Additional file 2: Figure S8, Additional file 14). Immune cells were detected at lower rates in snRNA-seq (average of 0.73%) than in scRNA-seq (average of 6.03%) across all experiments performed (Fig. 4a, Additional file 2: Figure S8). 

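Immune-like nuclei or cells averaged 0.834% ± 0.415 (SD, n = 12) over all nuclei libraries and 6.83% ± 3.24 (SD, n = 6) over all fresh Balb/c cell libraries. In males the shares were 0.276% ± 0.120 in nuclei and 7.76% ± 4.71 in cells (SD, n = 3 each, exact permutation test, p = 0.1). In females they were 1.02% ± 0.279 (SD, n = 9) in nuclei and 5.91% ± 1.22 (SD, n = 3) in cells (exact permutation test, p = 0.00455, the smallest p possible with the nuclei of all 3 protocols pooled). With barcodes named by their own marker score, the alternative that moved them most, the averages were 1.71% in nuclei and 6.15% in cells.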

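The estimate of the immune share from intact bulk libraries, by support vector regression on the profiles of cold-dissociated cells, was 2.13% ± 0.758 (SD, n = 3) in males and 1.20% ± 0.387 (SD, n = 3) in females.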

Using the bulk RNA-seq from intact kidneys (Fig. 1f) and BSEQ-sc [35] to predict the proportions of each cell type present, we estimated that approximately 1.51% should correspond to immune cells in Balb/c female mice and 4.84% in Balb/c male mice. This suggests an underrepresentation of immune cells in the snRNA-seq data. Furthermore, macrophages were the only type of immune cells recovered in snRNA-seq libraries, whereas in scRNA-seq libraries we also detected T cells (1.38% on average), B cells (0.77%), and NK cells (0.65%). Similarly, podocytes composed only 0.7% in snRNA-seq libraries as opposed to 3.28% in scRNA-seq (Fig. 4a, Additional file 2: Figure S8). 

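These estimates depended on the settings of the deconvolution. In males the immune share was 17.4% with non-negative least squares, 15.3% with markers at an ln fold change above 1, 6.05% with the RNA content of classes kept and 0.180% without the correction for gene length, an alternative chosen after the data were seen. In females it was 0% with non-negative least squares and 0.369% without the correction for gene length. Female suspensions were estimated at 1.44% ± 0.263 (SD, n = 3). From its estimates and the shares of nuclei, the paper proposes that immune cells are underrepresented in snRNA-seq data.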

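The clusters of nuclei gave 1 immune class, macrophages, with 0.276% of male and 1.02% of female nuclei, against 2.55% ± 1.30 and 4.08% ± 0.965 (SD, n = 3) of the cells. T, B and NK cells were named for 0 of 23849 male nuclei, which allows a share of named nuclei of up to 0.0126% by counting error alone, and for 0 of 74454 female nuclei (up to 0.00403%). Over the 6 cell libraries T cells averaged 1.35% ± 1.32 (SD), B cells 0.768% ± 1.08 and NK cells 0.678% ± 0.361. A cluster has to hold enough nuclei to be named, and some nuclei had no name, so these limits do not bound the share of such cells among nuclei. With each nucleus named by its own marker score, T, B and NK cells came to 0.983% ± 0.0968 of male nuclei against 3.03% ± 2.66 of male cells (SD, n = 3, exact permutation test, p = 0.4). In females they came to 0.378% ± 0.0765 of nuclei (SD, n = 9) and 1.26% ± 0.0715 of cells (SD, n = 3, exact permutation test, p = 0.00455), and free RNA in droplets adds to such scores.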

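Podocyte-like barcodes averaged 0.676% ± 0.271 (SD, n = 12) of nuclei and 3.33% ± 1.61 (SD, n = 6) of cells. In males the shares were 0.382% ± 0.116 and 4.17% ± 2.04 (SD, n = 3 each, exact permutation test, p = 0.1). In females they were 0.774% ± 0.233 (SD, n = 9) and 2.49% ± 0.403 (SD, n = 3, exact permutation test, p = 0.00455), with the 9 nuclei libraries below the 3 cell libraries.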

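Cells of the loop of Henle, ascending and descending, made up 14.8% ± 1.02 of male nuclei and 7.55% ± 1.60 of male cells (SD, n = 3 each, exact permutation test, p = 0.1). In females they made up 17.3% ± 2.88 (SD, n = 9) of nuclei and 8.60% ± 0.682 (SD, n = 3) of cells (exact permutation test, p = 0.00455). Mesangial and mural cells were named for 0 of 23849 male nuclei (up to 0.0126% by counting error alone, with nuclei without a name not covered) and 0.535% ± 0.158 of male cells (SD, n = 3, exact permutation test, p = 0.1). In females they were named for 0.795% ± 0.107 of nuclei (SD, n = 9) and 1.64% ± 0.707 of cells (SD, n = 3, exact permutation test, p = 0.00455), and for 1.23% of cells without the cell library LD01. With barcodes named by their own marker score the direction was reversed, 1.25 percentage points more in male nuclei (exact permutation test, p = 0.1, 3 of 3 libraries above the cells) and 0.561 more in female nuclei (exact permutation test, p = 0.1, 1 of 9 above all cell libraries). Nuclei also gave a class of fibroblast-like nuclei, which no cluster of fresh Balb/c cells gave. Together with it, an addition chosen after the data were seen, the share was 2.84% ± 1.38 in male nuclei (SD, n = 3, exact permutation test, p = 0.1) and 4.30% ± 1.05 in female nuclei (SD, n = 9, exact permutation test, p = 0.00455), with each nuclei library above the cell libraries. Without the nuclei library MJ06 the male share was 2.04%.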

Cell types more abundant in snRNA-seq libraries included loop of Henle and mesangial cells (Fig. 4a, Additional file 2: Figure S8).

**Fig. 4:**
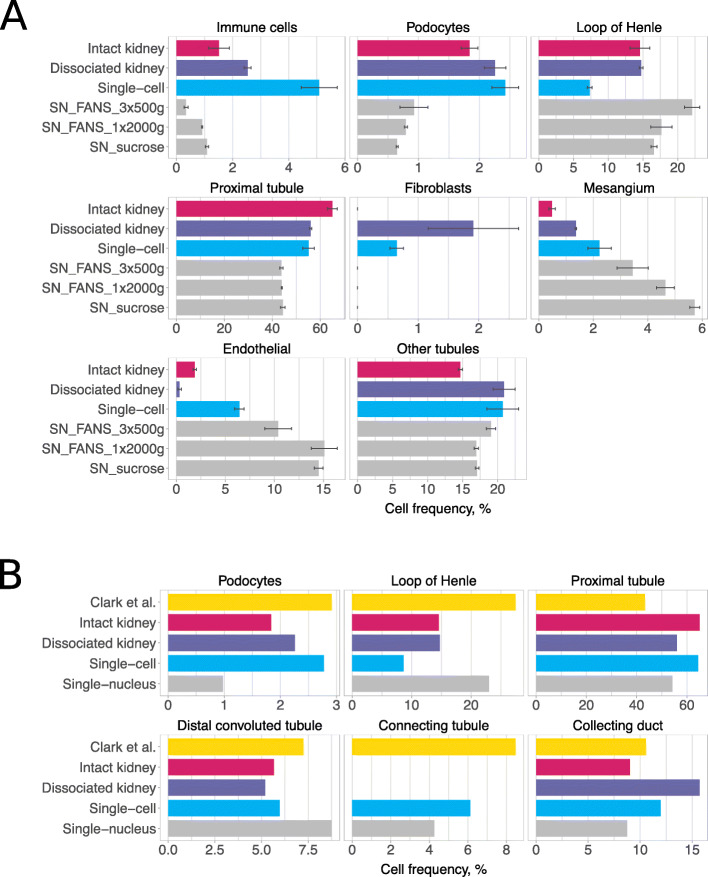
Comparison of single-cell and single-nucleus libraries. **a** Cell type composition for kidneys from Balb/c female mice. Average percentages for scRNA-seq libraries are shown in blue and for snRNA-seq libraries in gray. BSEQ-sc estimates are shown for bulk RNA-seq of intact and dissociated kidneys. Error bars are standard error of mean. **b** Abundance of renal epithelial cell types in Clark et al. study [34] in comparison to our data from Balb/c female mice

We next compared the observed cell composition to estimates of epithelial cell type contribution based on quantitative renal anatomy, as reported by Clark et al. recently [34]. Figure 4b and Additional file 2: Figure S8 show that for some cell types, such as podocytes, scRNA-seq yields proportions most similar to the quantitative renal anatomy estimates, whereas for other cell types, such as loop of Henle cells, snRNA-seq better captures cell composition. Bulk RNA-seq-based proportions estimated from intact kidneys largely contradicted the anatomical estimates, which might reflect inaccurate deconvolution of the sample. 

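From intact bulk libraries the PT was estimated at 63.1% ± 1.61 in males and 62.0% ± 3.28 in females (SD, n = 3 each), the aLOH at 21.6% ± 1.78 and 20.3% ± 1.95, and podocytes at 1.36% ± 0.323 and 0.583% ± 0.149. The anatomical estimates were not used here.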

Finally, comparison of bulk RNA-seq profiles of intact kidneys and cold-dissociated cell suspensions from female Balb/c mice suggested cell types that may be unequally represented in whole vs dissociated kidneys (see Additional file 6: Supplementary Note 4 and Additional file 15).

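Of 16538 genes tested, 38 were called higher in dissociated and 240 in intact female kidneys, and 20 and 183 of these are also in the lists of the paper (Additional file 15). Without the filter on low counts the counts were 71 and 328. Without the suspension LDK4 28 genes were called higher in dissociated kidneys, and without LDK5 60. Toward dissociated kidneys the largest fold changes were those of *mt-Ta* (log2 fold change 3.62, standard error 0.65, adjusted p = 0.00385), *Mrgprh* (3.36, 0.44, 0.000588), *Cd79a* (3.25, 0.51, 0.00188), *Alas2* (2.99, 0.72, 0.0168) and *Ms4a1* (2.94, 0.59, 0.00691). Except for *Alas2* (59.7 CPM in dissociated and 7.52 in intact kidneys), these rest on few reads. In intact kidneys their means ran from 0.0673 (*mt-Ta*) to 0.156 CPM (*Ms4a1*). The hemoglobin genes *Hbb-bt* (2.66), *Hba-a2* (2.39), *Hba-a1* (2.37) and *Hbb-bs* (2.10) had adjusted p values of 0.0145 to 0.0200, and each lost its call without the intact library LDK1 or LDK2 (adjusted p of 0.0547 to 0.0756) and without the suspension LDK6, where the log2 fold change was under 2 (1.49 to 1.94). Over their alternatives the adjusted p values ran from 0.000293 to 0.0756. *Alas2* lost its call without LDK1 or LDK2 (adjusted p = 0.0650 and 0.0683, range over the alternatives 0.000578 to 0.0683). Toward intact kidneys the largest were *Cfd* (−7.55, standard error 1.65, adjusted p = 0.0108, and 0.0555 without the suspension LDK5, range over the alternatives 4.60e-08 to 0.0555), *Gm10800* (−5.95), *Gm10801* (−5.66) and *Gm21738* (−4.93), together with *Gm16487*, which had 0 counts among the 71944317 counts of the suspensions and was at least 13.1-fold higher in intact kidneys. *Cfd* averaged 3.46 ± 3.99 CPM (SD, n = 3) in intact kidneys, an SD above the mean, *Gm10800* 17.4 and *Gm21738* 1.40. *Kap* fell from 1276 ± 104 CPM in intact to 287 ± 36.1 in dissociated kidneys (SD, n = 3), a log2 fold change of −2.16 (standard error 0.10, adjusted p = 7.20e-07). From this comparison the paper proposes that some cell types are unequally represented in whole and dissociated kidneys.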

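In the sums of male libraries, 194 genes were called higher in nuclei and 234 in cells in at least 1 of 10 classes, of which 149 and 205 are also in the lists of the paper (Additional file 16). Without the cell library MJ05 the count for cells was 380. The annotation lists 5 of the 194 as long noncoding RNAs, and *Malat1* and *Neat1* (chromosome 19, 5824708 to 5845478) were called in 10 of 10 classes (median log2 fold changes 1.81 and 2.62). *Gm28153*, *Gm29266* and *Kcnq1ot1* were called in 1 class each, the first of these with 0 UMIs in cells in all 10 classes and a median at the lower bound of 5.64. In cells 1 long noncoding RNA was called, *Gm10076* in 7 classes (−5.60). Of the 455 genes that passed the detection threshold, 41 encode ribosomal proteins and 46 subunits of the respiratory chain and ATP synthase, and all of these were called higher in cells. *Rpl35* (median −8.73 with 1 class at its bound), *Rpl37a* (−4.79), *Rps29* (−4.55) and *Rpl41* (−3.54) were higher in cells in 10 of 10 classes, and *Zbtb20* (3.81) in nuclei. The files list 0 mitochondrial genes for male cells and nuclei, so these genes could not be compared.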

Differential expression analysis comparing individual cell types profiled by snRNA-seq and scRNA-seq suggested higher expression of long noncoding RNAs in snRNA-seq libraries and higher expression of genes related to mitochondrial and ribosomal functions in scRNA-seq, in agreement with previous reports [24, 26] (Additional file 16).

Finally, as mitotic cells lack a nuclear membrane and in principle should not be observed in the snRNA-seq data, we inferred cell cycle phases for cells and nuclei using Seurat (“Methods”) [30]. 

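With the gene lists of the paper, 37.9% ± 1.26 of male nuclei and 57.3% ± 7.50 of male cells were assigned to G1 phase (SD, n = 3 libraries each, exact permutation test, p = 0.1), and 27.6% ± 1.03 and 16.6% ± 5.69 to S phase (p = 0.1, exact permutation test). The G1 share was higher in cells in 10 of 10 classes and the S share lower in 8 of 10. With every barcode thinned to 500 UMIs, the G1 shares were 56.7% ± 1.13 in nuclei and 59.3% ± 1.39 in cells, a difference of −2.53 percentage points that was larger than either SD. The libraries overlapped, with the highest nuclei library (58.0%) above the lowest cell library (57.7%) (exact permutation test, p = 0.2, where 3 libraries against 3 allow no p below 0.1). The S shares were 17.9% ± 0.763 and 13.5% ± 2.40 (exact permutation test, p = 0.1). At this depth G1 was higher in cells and S lower in 7 of 10 classes each. Free RNA also enters these scores and can differ between cells and nuclei, and phases were not called in female libraries here.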

Notably, Seurat predicted a higher fraction of G1 phase cells and lower fraction of S phase cells in scRNA-seq libraries when compared to snRNA-seq libraries for virtually all cell types (Additional file 2: Figure S9). This suggests that there are indeed underlying biases in cell cycle phase distributions in snRNA-seq data in comparison to scRNA-seq data; however, to fully dissect this, a classifier that can discriminate mitotic cells from early G1 and late G2 is required.

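At 500 UMIs, G2M phase was assigned to 25.4% of male nuclei and 27.2% of male cells (exact permutation test, p = 0.3), a direction opposite to that without thinning, where nuclei had 8.46 percentage points more. From the predicted phases, the paper proposes that snRNA-seq data are biased in the distribution of cell cycle phases.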

## Discussion

Interrogating complex tissues at the level of individual cells is essential to understand organ development, homeostasis, and pathological changes. Despite the rapid advancement and widespread adoption of scRNA-seq and snRNA-seq technologies, the associated biases remain incompletely understood. To characterize some of the biases, we performed a systematic comparison of recovered cell types and their transcriptional profiles across two tissue dissociation protocols, two single-cell suspension preservation methods and three single-nuclei isolation protocols, each with three biological replicates per experiment.

Previous studies have reported on artifactual gene expression changes induced by proteolytic tissue digestion at 37 °C in sensitive cell populations [16, 18]. Our findings corroborate this bias and show induction of heat shock proteins and immediate-early response genes in warm-dissociated libraries when compared to cold-dissociated libraries. Cold-dissociated libraries can serve as a baseline in this case, since low temperature should minimize new transcription [18]. Our results further indicate that cell populations prone to these transcriptional changes are also depleted from the samples, with podocytes being the extreme example of a cell type practically lost in warm-dissociated libraries. Overexpression of stress-response-related genes was also detected by bulk RNA-seq analysis of dissociated tissues, confirming that this artifact stems from the dissociation protocol rather than from microfluidic separation, single-cell sequencing, or data processing. These findings have important implications and suggest that data from samples digested at 37 °C needs to be interpreted in light of this bias.

One possible drawback of cold tissue dissociation is lower efficiency of releasing hard-to-dissociate cell types. In our study, this may have affected cells of loop of Henle, which were detected at 2.52% in cold- and at 4.99% in warm-dissociated samples. However, both protocols dramatically underestimated abundance of this second most populous kidney cell type. While one possible explanation could be incomplete tissue dissociation in both cases, deconvolution of bulk RNA-seq profiles of single-cell suspensions indicated that cells might be lost during cell encapsulation on the microfluidic device.

Cold-dissociated samples showed higher contamination with hemoglobin transcripts than warm-dissociated ones. We note that red blood cell depletion methods were not applied in any of the experiments performed here and the observation likely stems from a higher rate of hemoglobin transcript degradation in warm tissue dissociation conditions.

Two recent studies have shown that cryopreservation generated comparable data to that of fresh cells for cell lines and immune cells, and also for complex tissues cryopreserved prior to single-cell separation [22, 23]. Here, however, we report that cryopreservation of single-cell suspensions of dissociated mouse kidneys resulted in depletion of epithelial cell types. This artifact was reproducible across two mouse strains, both sexes, and two 10x chemistry versions. However, we observed a higher fraction of recovered PT cells (7.65% vs. 0.57%) in the repeated experiment, which might be explained by either sex or strain differences, or higher sensitivity of 10x v3 chemistry. Together with the depletion of PT cells, we observed reduced contamination of other cells with highly expressed PT transcripts, which indicates that PT cells might be lost in the thawing and resuspension. A possible explanation for the differences from previous reports is the proportion of serum used in the freezing media. 10x Genomics recommends 40% FBS (10x Genomics, CG00039, Rev. D), whereas the other studies used either 90% FBS (peripheral blood, minced tissues, cell lines, and immune cells) or 10% FBS (cell lines) [22, 23]. Notably, despite loading similar numbers of fresh, methanol-fixed and cryopreserved cells, the number of the usable cells observed in the cryopreserved samples was only ~ 30% of the others. This raises the possibilities that the missing PT cells may be present but are failing to make it into the microfluidics, failing to lyse, or are so badly damaged that there is insufficient RNA remaining to generate a usable library. In contrast to cryopreservation, cell composition of methanol-fixed suspensions resembled that of freshly profiled libraries. Similarly to previous studies, we observed ambient RNA contamination with highly abundant transcripts suggesting cell damage by methanol fixation [22].

Studies comparing scRNA-seq and snRNA-seq reported that, although the two technologies profile different RNA fractions, both detect sufficient genes and allow adequate representation of cell populations [24–26]. In this work, one of the most notable differences between single-cell and single-nuclei experiments was the low detection rate of immune cells, in particular the failure to detect T, B, or NK cells in any of the snRNA-seq libraries. The depletion of lymphocytes was also observed in the Wu et al. [26] dataset (commented upon by O’Sullivan et al. [36]). Notably Slyper et al. [37] also observe much lower fractions of T, B, and NK cells in matched snRNA-seq and scRNA-seq datasets from adjacent pieces of a metastatic breast cancer and a neuroblastoma. As Wu et al. have suggested, although these differences might indicate underestimation of immune cells by snRNA-seq, another plausible explanation is that immune cell content is inflated in single-cell experiments as other cell types may be underrepresented due to incomplete dissociation.

It is important to remember that cell type composition of single-cell or single-nucleus data differs from that of the original tissue and complementary approaches may be considered to improve the accuracy of the estimates. We note that even ISH/IHC/spatial transcriptomic methods, unless carried out on sufficient serial sections to completely survey the tissue of interest, will only give cellular proportions for the sections examined and will not give a whole (3D) organ estimate. Similarly, flow cytometry would help as an orthogonal approach to quantify cellular proportions within single-cell suspensions but still requires the organ to be dissociated, which as we have shown here has biases. Although in vitro cell mixtures or cell spiking experiments could be used to introduce different cell types at known ratios, we have not employed them in these experiments as they do not represent a true scenario of dissociation from a solid tissue.

Clark et al. recently reported cell frequency estimates based on quantitative renal anatomy. However, these were restricted to renal epithelial cells [34]. Based on these estimates, some cell types, such as podocytes, appear to be better represented in scRNA-seq, whereas others, such as loop of Henle cells, were captured more effectively by snRNA-seq. We also attempted to use computational deconvolution of bulk RNA-seq of intact kidneys to infer its cell composition. However, the approach is sensitive to the input marker gene list used and may overlook rare and novel cell types. In addition, cell abundance estimates from bulk data would be influenced by both cell number and relative mRNA content of each cell. We will continue to search for approaches to better define the “ground truth” for cell composition.

In this study, we reported on a range of biases of experimental procedures. We would like to stress that computational tools are being actively developed to mitigate these biases. These include tools for decontamination such as DecontX [38] or SoupX [39], tools for batch-effect removal such as Seurat [30] and Harmony [40], and many others. Hence, even when a dataset in hand is affected by pronounced technical artifacts, certain computational techniques might be useful in reducing their effect.

## Conclusions

From our experiments, we have confirmed several observations by others in the field that have direct relevance to designing single-cell experiments studying human disease biology. Specifically, the depletion of epithelial cell types in cryopreserved samples is concerning given the majority of human cancers are epithelial in origin. Similarly, the underrepresentation of T, B, and NK cells in snRNA-seq data is of critical relevance for studies of tumor immunology, tumor immunotherapy, and autoimmune disease. By comparing these protocols across a single system (mouse kidney), we are now using these results to guide our collaborative network on the best approach for their circumstances. We are instructing our collaborators to use cold dissociation and freshly profile samples wherever possible. For clinical samples (where we often need to wait for pathology results, or are constrained by how archival material has been stored), we discuss with the collaborators the different biases of cryopreservation, methanol fixation, or snRNA-seq from frozen tissue and together decide the best approach. Where information on lymphocytes (T, B, NK) is required, we do not currently recommend snRNA-seq. Researchers will undoubtedly continue to develop new methods aimed to reduce bias. Given the high cost of these experiments, it is critical that these methods are systematically compared to allow the community to decide which to adopt.

## Methods

### Mice

Acknowledging the principles of 3Rs (Replacement, Reduction, and Refinement), all kidneys used in this study were from mice that were euthanized by cervical dislocation as parts of other ongoing ethically approved experiments. In the first series of experiments, comparing cold and warm tissue dissociation and two preservation protocols, male AFAPIL.1DEL C57BL/6J mice from the same litter were used. These mice were 19 weeks old when euthanized and had no exposure to any experimental procedures. For the subsequent experiments, comparing cold-dissociated scRNA-seq to single-nuclei isolation protocols, we used untreated 18-week-old male Balb/c mice from the same litter or untreated 15-week-old female wild type Balb/c mice that were previously used as breeders, as specified in Additional file 17.

### Kidney harvesting

Mice were euthanized and their kidneys were dissected and placed into a 1.5-mL tube containing 1 mL of ice-cold PBS. The capsules were then removed on ice, and the samples processed as detailed below.

### Warm tissue dissociation

Kidneys were dissociated using the Multi-tissue dissociation kit 2 from Miltenyi Biotec [130-110-203] as per manufacturers’ instruction, with minor variations. Once the weight of the kidney was determined, the kidney was quartered and placed into a gentleMACS C-tube [Miltenyi Biotech; 130-096-334] containing the enzyme mix described in the kit’s protocol. The tube was centrifuged briefly, then placed onto the gentleMACS octo dissociator (Miltenyi Biotech), and the 37C_Multi_E program was run after attaching the heating elements. Following completion of the program, the tube was briefly centrifuged. Complete tissue dissociation was checked by examining under the microscope and confirming the absence of visible tissue chunks.

The homogenate was filtered through a 70-μm cell strainer [Greiner; 54,207] into a 50-mL centrifuge tube [Greiner; 227,270], the strainer was then rinsed with 15 mL of PBS. The cell suspension was centrifuged at 400*g* for 10 min; once complete, the supernatant was removed and the pellet was resuspended in 5 mL of PBS + 0.04% BSA [Sigma; A7638]. The cell suspension was then filtered through a 40-μm strainer [Greiner; 542,040], which was subsequently rinsed with 2 mL of PBS + 0.04% BSA. The cells were again centrifuged at 400*g* for 10 min. The supernatant was then removed, and the pellet was resuspended in 5 mL of PBS + 0.04% BSA. Cell count and viability was estimated using the Countess II FL (Thermo Fisher) and the ReadyProbes Blue/Red kit [Invitrogen; R37610]. The cells were then diluted to 700 cells/μL and were immediately loaded onto a 10x chip A and processed on the 10x Chromium controller. The remaining cells were then either methanol fixed or cryopreserved. Cell viability is available in Additional file 18.

### Cold tissue dissociation

Kidneys were dissociated using a modified version of the published protocol described in [18]. Based on the weight, in a pre-cooled Miltenyi C-tube, a protease solution (5 mM CaCl_2_ [Invitrogen; AM9530G], 10 mg/mL *B. Licheniformis* protease [Sigma; P5380], 125 U/mL DNase I [Sigma; D5025], 1xDPBS) was prepared for each kidney.

The kidneys were then minced on ice into a smooth paste using a scalpel. The minced kidney was transferred into 4–6 mL of the protease solution (dependent on weight) and triturated using a 1 mL pipette for 15 s every 2 min for a total of 8 min.

Following trituration, the C-tubes were placed onto a Miltenyi gentleMACS octo dissociator in a cool room (4 °C), and the m_brain_03 program was run twice in succession. Once complete, the samples were triturated for 15 s every 2 min on ice for an additional 16 min using a 1-mL pipette. A total of 10 μL of each sample was then loaded into a hemocytometer to assess whether tissue dissociation was complete. Complete tissue dissociation was also checked by examining under the microscope and confirming the absence of visible tissue chunks. The dissociated cells were transferred to a 15-mL centrifuge tube and 3 mL of ice-cold PBS + 10%FBS [Gibco; A3160401] was added.

The cell suspension was centrifuged at 1200*g* for 5 min at 4 °C. The supernatant was removed and the pellet was resuspended in 2 mL of PBS + 10%FBS. The cells were then filtered through a 70-μm cell strainer, which was subsequently rinsed with 2 mL of PBS + 0.01% BSA. The cells were then centrifuged again at 1200*g* for 5 min at 4 °C followed by removal of the supernatant and resuspension of the pellet in 5 mL of PBS + 0.01%BSA. The cells were then filtered through a 40-μm cell strainer, which was subsequently rinsed with 2 mL of PBS + 0.01% BSA. The cells were again centrifuged at 1200*g* for 5 min at 4 °C followed by removal of the supernatant and resuspension of the cells in 5 mL of PBS + 0.04%BSA. The cells were counted and checked for viability using the ReadyProbes Blue/Red Kit on the Countess II FL. The cells were further diluted to a concentration of 700 cells/μL with PBS/0.04%BSA and loaded directly onto a 10x chip (A/B depending on experiment) and isolated using the 10x Chromium controller. The remaining cells were either methanol fixed or cryopreserved. Cell viability is available in Additional file 18.

### Methanol fixation

#### Fixing

The methanol-fixation protocol was based on [41]. After tissue dissociation, the cells were concentrated to approximately 5 × 10^6^ cells/mL by centrifuging at 1000*g* for 10 min. In total, 200 μL of the cell suspensions was aliquoted into 2-mL cryovials resting on ice. A total of 800 μL of 100% methanol [Sigma; 494,437] (chilled at − 20 °C) was then added dropwise to each sample while gently stirring the cells to prevent clumping. The cryovials were stored at − 20 °C for 30 min, then directly transferred to − 80 °C (no gradient cooling).

#### Rehydrating

Cryovials of methanol-fixed cells were removed from − 80 °C and placed on ice to equilibrate to 4 °C (approximately 10 min). The cells were then transferred to a 1.5-mL centrifuge tube and centrifuged at 1000*g* for 5 min at 4 °C. The supernatant was discarded and the pellet was resuspended in a small volume of SSC cocktail (3xSSC [Sigma; S0902], 0.04% BSA, 40 mM DTT [Sigma; 43816], 0.5 U/mL RNasin plus [Promega; N2615]) to reach a concentration of approximately 2000 cells/μL. The cells were then filtered through a pre-wetted (with 1 mL of nuclease-free water) 40-μm pluristrainer mini filter [PluriSelect; 43-10040]. The cells were counted using the ReadyProbes Blue/Red Kit on the Countess II, then adjusted to 2000 cells/μL based on the count. The cells were loaded onto a 10x chip (A/B depending on version used) at a volume that dilutes the SSC to 0.125x to prevent reverse transcription inhibition. Cell viability is available in Additional file 18.

### Cryopreservation

#### Freezing

After tissue dissociation, the cells were centrifuged at 400*g* for 10 min (1200*g* for 5 min at 4 °C for the repeated experiment), then resuspended in freezing media (50% FBS, 40% RPMI-1640 [Gibco; 11875093], 10% DMSO [Sigma; D4540]) to achieve a concentration of 1 × 10^6^ cells/mL. One milliliter of the cell suspension was aliquoted into 2-mL cryovials, then placed into an isopropanol freezing container (Mr. Frosty) and stored at − 80 °C overnight. The following day, the cells were transferred to liquid nitrogen storage.

#### Thawing

The samples were removed from − 80 °C and immediately placed into a 37 °C waterbath for 2–3 min to rapidly thaw. The cells were then mixed using a 1 mL pipette with a wide-bore tip, and the entire volume was transferred to a 15-mL centrifuge tube [Greiner; 188261]. The cryovial was then rinsed twice with RMPI+ 10%FBS (rinse media); each time, the 1 mL of media was added to the 15-mL centrifuge in a dropwise manner while gently shaking the tube. Seven milliliters of rinse media was added to the centrifuge tube using a serological pipette—the first 4 mL was added dropwise while gently shaking the tube, and the following 3 mL added down the side of the tube over 2 s. The tube was then inverted to mix.

The cells were centrifuged at 300*g* for 5 min. Once completed, the supernatant was removed (leaving 1 mL), placed into another 15-mL centrifuge tube and centrifuged at 400*g* for 5 min. The supernatant was discarded (leaving 1 mL). The pellet from the supernatant was then resuspended, combined with the pellet in the initial centrifuge tube, and mixed. Two milliliters of PBS + 0.04% BSA was added to the centrifuge tube and shaken gently to mix. The cells were then centrifuged again at 400*g* for 5 min. The supernatant was discarded leaving 0.5 mL behind. 0.5 mL of PBS + 0.04% BSA was added to the cells and gently pipette-mixed 10–15 times to fully resuspend. The cells were then filtered through a pre-wetted (with 1 mL of PBS + 0.04% BSA) 40-μm pluristrainer mini filter. A 20 μL aliquot of the cells was used to obtain an estimate of cell count and viability using the ReadyProbes Blue/Red Kit on the Countess II FL. Based on the count, the cells were diluted to a concentration of 700 cells/μL. The cells were then loaded onto a 10x chip (A/B depending on version) and immediately processed on the 10x Chromium controller.

For the repeated experiment, the above method was altered: Rather than a 300*g* spin followed by two 400*g* spins, two 1200*g* spins were performed, omitting the second centrifugation step. Cell viability is available in Additional file 18.

### Flash freezing of whole kidney

Following the removal of the renal capsule, the kidney was placed into an isopentane [Sigma; 320404] bath resting on dry ice for 5 min. The temperature of the bath was maintained between − 30 °C and − 40 °C. Once frozen, the kidney was placed into a pre-cooled (on dry ice) cryovial and then buried in dry ice. The process was repeated for all designated kidneys. The flash-frozen kidneys were then transferred to a − 80 °C freezer for storage.

### Single-nuclei isolation

#### SN_FANS_3x500g

This method is an adaptation of the Frankenstein protocol [42] and the 10x demonstrated protocol [43].

The kidneys were removed from − 80 °C and immediately placed on ice. Each kidney was then transferred to a 1.5-mL tube containing 300 μL of chilled lysis buffer (10 mM Tris-HCl [Invitrogen; AM9856], 3 mM MgCl_2_ [Invitrogen; AM9530G], 10 mM NaCl [Sigma; 71386], 0.005% Nonidet P40 substitute [Roche; 11754599001], 0.2 U/mL RNasin plus) and incubated on ice for 2 min. The tissue was then completely homogenized using a pellet pestle [Fisherbrand; FSB12-141-364] using up and down strokes without twisting. 1.2 mL of chilled lysis buffer was added to the tube and pipette-mixed (wide-bore). The full volume was then transferred to a pre-cooled 2-mL tube. The homogenate was incubated on ice for 5 min and mixed with a wide-bore tip every 1.5 min.

Following the incubation, 500 μL of the lysis buffer was added to the homogenate, which was subsequently pipette-mixed and split equally into four 2-mL tubes. One milliliter of chilled lysis buffer was added to each tube and pipette-mixed using a wide-bore tip. The four tubes were incubated for a further 5 min on ice, mixing with a wide-bore tip every 1.5 min. The homogenate from the four tubes was then filtered through a 40-μm strainer into a pre-cooled 50-ml centrifuge tube. Following this, the sample was split again into four 2-mL tubes resting on ice.

The samples were centrifuged at 500*g* for 5 min at 4 °C. The supernatant was removed leaving 50 μL in the tube. 1.5 mL of lysis buffer was then added to two of the tubes and the pellet resuspended by mixing with a pipette. This resulted in two tubes containing 1.5 mL resuspended nuclei in lysis buffer, and two tubes containing a nuclei pellet in 50 μL of lysis buffer. The resuspended nuclei in one tube was then combined with the nuclei pellet of another, resulting in two tubes containing resuspended nuclei in lysis buffer.

The nuclei were centrifuged again at 500*g* for 5 min at 4 °C. The supernatant was removed completely and discarded. A total of 500 μL of nuclei wash buffer (1xDPBS, 1% BSA, 0.2 U/mL RNasin plus) was added to the tube containing the pellet and left to incubate without resuspending for 5 min. Following incubation, an additional 1 mL of nuclei wash buffer was added, and the nuclei were resuspended by gently mixing with a pipette. The nuclei were again centrifuged at 500*g* for 5 min at 4 °C, followed by discarding the supernatant. The pellets were resuspended in 1.4 mL of nuclei wash buffer, then transferred into a pre-cooled 1.5-mL tube. Another 500*g* centrifugation step for 5 min at 4 °C was performed. The supernatant was then discarded, and the nuclei pellet was resuspended in 1 mL of nuclei wash buffer.

The nuclei were then filtered through a 4-μm pluristrainer mini filter. A total of 200 μL of the filtered nuclei suspension was transferred into a 0.5-mL tube and set aside to be used as the unstained control for sorting. To the remaining 800 μL, 8 μL of DAPI (10 μg/mL) [Thermo Scientific; 62248] was added, and the nuclei were mixed with a pipette. A quality control step was performed by viewing the nuclei under a fluorescence microscope on a hemocytometer to check nuclei shape and count.

A BD Influx Cell Sorter was then used to sort 100,000 DAPI-positive events using a 70-μm nozzle and a pressure of 22 psi (as per gating strategy, Additional file 2: Figure S10). The post-sort nuclei concentration and quality were then checked using a fluorescence microscope and hemocytometer. Nuclei were then loaded onto a 10x chip (A/B depending on version used) and processed immediately on the 10x Chromium controller.

#### SN_FANS_1x2000g

The flash-frozen kidneys were removed from − 80 °C and transferred to a 1.5-mL tube containing 500 μL of pre-chilled lysis buffer same recipe as previous protocol) and allowed to rest on ice for 2 min. Each kidney was then homogenized with a pellet pestle with 40 up and down strokes without twisting the pellet. The resulting homogenate was mixed with a pipette and transferred to pre-cooled 15-mL centrifuge tube containing 2 mL of lysis buffer. The homogenate was incubated for 12 min on ice with mixing every 2 min using a glass fire-polished silanized Pasteur pipette [Kimble; 63A54]. Once incubation was complete, 2.5 mL of nuclei wash buffer (same recipe as previous protocol) was added to the homogenate. The remaining tissue fragments were completely dissociated by repeated trituration of the homogenate using the glass Pasteur pipette.

The homogenate was then filtered through a 30-μm MACS Smart Strainer [Miltenyi Biotech; 130-098-458] into a new 15-mL centrifuge tube. The nuclei were centrifuged at 2000*g* for 5 min at 4 °C. The supernatant was removed and the nuclei pellet was resuspended in 1 mL of nuclei wash buffer. A total of 200 μL was aliquoted into a 0.5-mL tube to be used as an unstained control for sorting. Eight microliters of DAPI (10 μg/mL) was added to the remaining 800 μL of nuclei. Quality and quantity of the nuclei was checked using a fluorescence microscope prior to sorting. Sorting and post sorting QC was performed in the same manner as for the SN_FANS_3x500g protocol. Nuclei were then loaded onto a 10x chip B and processed immediately on the 10x Chromium controller.

#### SN_sucrose

Kidneys were removed from − 80 °C and transferred to a 1.5-mL tube containing 500 μL of pre-chilled lysis buffer II (same recipe as previous protocols, with 125 U/mL of DNase I added) and allowed to rest on ice for 2 min. Each kidney was then homogenized using a pellet pestle with 40 up and down strokes without twisting. The homogenate was transferred to a 15-mL centrifuge tube containing 2 mL of lysis buffer II and incubated for 12 min on ice with mixing every 2 min using a glass fire-polished silanized Pasteur pipette. Following the incubation, 2.5 mL of nuclei wash buffer II (1× DPBS + 2%BSA) was added to the homogenate. Remaining tissue clumps were dissociated by repeated trituration of the homogenate using the glass Pasteur pipette.

The homogenate was then filtered through a 30-μm MACS Smart Strainer into a new 15-mL centrifuge tube. Subsequently, the homogenate was centrifuged at 2000*g* for 5 min at 4 °C. The supernatant was removed, and the pellet was resuspended in 510 μL of nuclei wash buffer II. Ten microliters of the suspension was transferred to a 1.5-mL tube and placed on ice for use in nuclei recovery calculations. A total of 900 μL of 1.8 M sucrose solution [Sigma; NUC201] was added to the remaining 500 μL of nuclei suspension and homogenized by mixing with a pipette. 3.6 mL of 1.3 M sucrose solution [Sigma; NUC201] was added to a 5-mL tube. The nuclei/sucrose homogenate was then gently layered on top of the 1.3 M sucrose solution.

The 5-mL tube containing the sucrose solutions and nuclei was then centrifuged at 3000*g* for 10 min at 4 °C. Once centrifugation was complete, the sucrose phase containing debris was soaked up using a Kimwipe wrapped around a pellet pestle. The remaining supernatant was removed and discarded using a pipette. The nuclei pellet was then resuspended in 5 mL of wash buffer II, of which 10 μL was transferred to a 1.5-mL tube to assess nuclei recovery.

To the 10 μL of nuclei suspension removed prior to the sucrose gradient, 980 μL of wash buffer II and 10 μL of DAPI (10 μg/mL) was added. To the 10 μL of nuclei suspension removed after the sucrose gradient, 89 μL of wash buffer II and 1 μL of DAPI (10 μg/mL) was added. The yield from the pre- and post-sucrose aliquots was compared to assess nuclei recovery after filtration through the gradient. The post-sucrose count was used to dilute the nuclei to a concentration of 700 nuclei/μL, which was immediately loaded onto a 10x chip B and processed with the 10x Chromium controller.

### Single-cell RNA-seq library preparation

All single-cell libraries were constructed in biological triplicate using the 10x Chromium 3′ workflow as per the manufacturers’ directions. In the first series of experiments, comparing cold and warm tissue dissociation and two preservation protocols, version 2 chemistry was used. For single-cell versus single-nuclei comparisons, versions 2 and 3 were used as indicated in Additional file 17. All experiments and conditions aimed for a capture of approximately 9000 cells, except for methanol-fixed samples. Due to the reverse transcription inhibition of 3x SSC, the sample had to be loaded at a concentration of 0.125x SSC, resulting in an approximate cell capture of 4000–5000 cells.

### Bulk RNA-seq library preparation

For the undissociated samples, total RNA was extracted from flash-frozen kidneys using the Nucleospin RNA Midi kit [Macherey Nagel; 740,962.20] as per the manufacturers’ directions. For the dissociated samples, total RNA was extracted from the remaining cells from each of the tissue dissociation protocols. RNA was assessed for quantity and quality using the TapeStation 4200 RNA ScreenTape kit [Agilent; 5067-5576], which showed all RNA used had a RIN of > 8. Bulk RNA-seq was performed using the NEBNext Ultra II RNA Library Kit for Illumina [NEB; E7760] and either NEBNext rRNA Depletion Kit (Human/Mouse/Rat) [NEB; E6310] or NEBNext Poly(A) mRNA isolation module [NEB; E7490] as described in the manufacturers’ protocol, with 100 ng of total RNA as input.

### Sequencing

All libraries were quantified with qPCR using the NEBnext Library Quant Kit for Illumina and checked for fragment size using the TapeStation D1000 kit (Agilent). The libraries were pooled in equimolar concentration for a total pooled concentration of 2 nM. 10x single-cell libraries were sequenced using the Illumina NovaSeq 6000 and S2 flow cells (100 cycle kit) with a read one length of 26 cycles, and a read two length of 92 or 98 cycles for version 2 chemistry. Version 3 chemistry had a read one length of 28 cycles, and a read two length of 94 cycles. Bulk libraries were sequenced on the Illumina NovaSeq 6000 using SP flow cells (100 cycle kit) with read length of 150 for dissociated bulk in C57BL/6J mice, 51 for undissociated bulk in Balb/c male mice, and 60 for Balb/c female mice.

### Bulk RNA-seq data processing

BCL files were demultiplexed and converted into FASTQ using bcl2fastq utility of Illumina BaseSpace Sequence Hub. FastQC was used for read quality control [44]. Adapters and low-quality bases were trimmed using Trim Galore with parameters *--paired --quality 5 --stringency 5 --length 20 --max_n 10* [45]. Reads matching to ribosomal DNA repeat sequence BK000964 [46] and low complexity reads were removed with TagDust2 [47]. The remaining reads were mapped to GRCm38.84 version of mouse genome using STAR version 2.6.1a with default settings [48]. Picard MarkDuplicates tool was employed to identify duplicates [49]. FeatureCounts was then used to derive gene count matrix [50]. Counts were normalized to gene length and then to library sizes using weighted trimmed mean of M-values (TMM) method in edgeR [27], to derive gene length corrected trimmed mean of M-values (GeTMM) as described in [29].

### scRNA-seq and snRNA-seq data processing

BCL files were demultiplexed and converted into FASTQ using bcl2fastq utility of Illumina BaseSpace Sequence Hub. scRNA-seq and snRNA-seq libraries were processed using Cell Ranger 2.1.1 with mm10-2.1.0 reference. Reads mapped to exons were used for scRNA-seq samples, whereas both intronic and exonic reads were counted for snRNA-seq. Custom pre-mRNA reference for snRNA-seq was built as described in [51]. Raw gene-barcode matrices from Cell Ranger output were used for downstream processing. Cells were distinguished from background noise using EmptyDrops [52]. Only genes detected in a minimum of 10 cells were retained; cells with 200–3000 genes and under 50% of mitochondrial reads were retained, as per Park et al. study [32]. Nuclei were additionally filtered to have at least 450 UMIs for v2 chemistry and 900 UMIs for v3 chemistry, and mitochondrial genes were removed. Outlier cells with high ratio of number of detected UMI to genes (> 3 median absolute deviations from median) were removed using Scater [53]. Seurat v2 was used for sample integration (canonical correlation analysis), normalization (dividing by the total counts, multiplying by 10,000 and natural-log transforming), scaling, clustering, and differential expression analysis (Wilcoxon test) [30].

### Inferring cell identity

To infer cell identity for freshly profiled samples in the first series of experiments, we performed a reference-based annotation using scMatch [31] and refined cell labels based on marker gene expression in a two-step procedure described below (Additional file 2: Figure S1).

#### Reference dataset

To construct the reference dataset for scMatch [31], we obtained gene counts and cell types reported in three single-cell (or single-nuclei) adult mouse kidney studies [26, 32, 33]. Counts were normalized to cell library size and averaged within each cell type to derive reference vectors (Additional file 2: Figure S1, Step 1). The reference vectors were clustered using Spearman correlation coefficient, and five vectors were removed as outliers. The remaining 66 vectors composed a reference dataset, available as Additional file 19. With this reference dataset, we ran scMatch [31] (Additional file 2: Figure S1, Step 2) using options *--testMethod s --keepZeros y* to label each individual cell with the closest cell type identity from the reference dataset.

#### Refining cell identities

We next refined scMatch-derived cell types based on gene expression. First, for each cell type, we calculated gene signatures as genes overexpressed in the given cell type when compared to all other cells (*FindMarkers* function of Seurat [30], minimum detection rate of 0.5, logFC threshold of 1 and FDR < 0.05 were used as thresholds; only cell types with at least 10 cells were considered; Additional file 2: Figure S1, Step 3). Second, cell type gene signature scores were calculated for each cell and for each gene signature (*AddModuleScore* function of Seurat [30], genes attributed to signatures in more than two cell types were excluded; Additional file 2: Figure S1, Step 4). Third, we used these scores to assign cell types to cells (Additional file 2: Figure S1, Step 5). A cell type was assigned to a cell if the score for that cell type was the highest among all cell types, positive and significant with FDR < 0.05. Significance was determined in a Monte-Carlo procedure with 1000 randomly selected gene sets of the same size [54], correction for multiple hypothesis testing was performed using Benjamini-Hochberg procedure [55]. Cells without cell type annotation were manually explored to identify whether the corresponding cell type might be a novel one, absent from the reference.

#### Second iteration

Cell types inferred in our dataset were added to the reference dataset (Additional file 2: Figure S1, Step 6), and annotation with scMatch and gene set signature scoring was repeated. Cells left unannotated at this stage were labelled as “unknown.” Cell type gene signatures are available in Additional file 20.

This approach failed to identify cells of connecting tubule (CNT) and, instead, matched them to other similar cell types. To resolve this, annotation for cell types labelled as DCT, aLOH, CD_IC, CD_PC, and CD_Trans was additionally refined as follows. These cells were extracted from the dataset and clustered separately. Candidate CNT cells were identified as a cluster overexpressing *Calb1* and *Klk1* genes [34, 56]. The cell type signature score procedure was then applied for this subset as described above.

Cell type labels assigned to each cell are available in Additional file 3.

#### Preserved cells

Cells of preserved single-cell suspensions from the first series of experiments were annotated using the cell type gene signatures derived from the corresponding freshly profiled samples (Additional file 20) and the gene set signature scoring procedure described above. Cell type labels assigned to each cell are available in Additional file 3.

#### Subsequent experiments

In subsequent experiments, we used a combined reference dataset, which included the public data as well as data from freshly profiled cells generated in the first series of experiments (Additional file 21, note that two cell types were excluded from the reference as outliers). Single-cell datasets were annotated using a single iteration of scMatch. For single-nucleus datasets, we repeated the two-step annotation procedure described above. Cell type labels assigned to each cell or nucleus are available in Additional file 3.

### Stress response score

To select genes for the stress response score, we looked at all genes induced in the warm-dissociated samples, and from that list, we manually selected genes which have been reported in the literature as stress-response-related genes. Stress response score was calculated for 17 genes (*Fosb*, *Fos*, *Jun*, *Junb*, *Jund*, *Atf3*, *Egr1*, *Hspa1a*, *Hspa1b*, *Hsp90ab1*, *Hspa8*, *Hspb1*, *Ier3*, *Ier2*, *Btg1*, *Btg2*, *Dusp1*) for each cell using *AddModuleScore* function of Seurat version 2 [30]. The score represents an average expression level of these genes on a single-cell level, subtracted by the aggregated expression of control gene sets. All analyzed genes were binned based on averaged expression, and the control genes were randomly selected from each bin. Significance was determined in a Monte-Carlo procedure with 1000 randomly selected sets of 17 genes [54], correction for multiple hypothesis testing was performed using Benjamini-Hochberg procedure [55].

### Cell cycle phase prediction

Cell cycle phases were inferred using *CellCycleScoring* function of Seurat version 2 [30] with the following genes: S-genes: *Atad2*, *Blm*, *Brip1*, *Casp8ap2*, *Ccne2*, *Cdc45*, *Cdc6*, *Cdca7*, *Chaf1b*, *Clspn*, *Dscc1*, *Dtl*, *E2f8*, *Exo1*, *Fen1*, *Gins2*, *Gmnn*, *Hells*, *Mcm2*, *Mcm4*, *Mcm5*, *Mcm6*, *Msh2*, *Nasp*, *Pcna*, *Pcna-ps2*, *Pola1*, *Pold3*, *Prim1*, *Rad51ap1*, *Rfc2*, *Rpa2*, *Rrm1*, *Rrm2*, *Slbp*, *Tipin*, *Tyms*, *Ubr7*, *Uhrf1*, *Ung*, *Usp1*, *Wdr76*; G2M-genes: *Anln*, *Anp32e*, *Aurka*, *Aurkb*, *Birc5*, *Bub1*, *Cbx5*, *Ccnb2*, *Cdc20*, *Cdc25c*, *Cdca2*, *Cdca3*, *Cdca8*, *Cdk1*, *Cenpa*, *Cenpe*, *Cenpf*, *Ckap2*, *Ckap2l*, *Ckap5*, *Cks1brt*, *Cks2*, *Ctcf*, *Dlgap5*, *Ect2*, *G2e3*, *Gas2l3*, *Gtse1*, *Hjurp*, *Hmgb2*, *Hmmr*, *Kif11*, *Kif20b*, *Kif23*, *Kif2c*, *Lbr*, *Mki67*, *Ncapd2*, *Ndc80*, *Nek2*, *Nuf2*, *Nusap1*, *Psrc1*, *Rangap1*, *Smc4*, *Tacc3*, *Tmpo*, *Top2a*, *Tpx2*, *Ttk*, *Tubb4b*, *Ube2c*. Note cells not annotated as S or G2M phase are by default labelled as G1 phase.

### Bulk RNA-seq deconvolution

BSEQ-sc was used for bulk expression deconvolution [35]. In the first series of experiments, marker genes for the deconvolution were calculated from scRNA-seq data, using only cold-dissociated samples to avoid the influence of the identified warm dissociation-related biases. We also excluded cells labelled as “Unknown” and “CD_Trans” from the calculation. For each of the remaining cell types, marker genes were calculated using Seurat function *FindMarkers* with the following thresholds: *logfc.threshold = 1.5*, *min.pct = 0.5*, *only.pos = T*. Genes identified in more than one cell type were removed, and the remaining genes were used for the deconvolution. The same set of genes was used to deconvolve all bulk RNA-seq libraries.

## Supplementary information

**Additional file 1: Table S1.** Genes differentially expressed between bulk RNA-seq profiles of cold- and warm-dissociated kidney single-cell suspensions (FDR < 0.05 and logFC > 2, edgeR exact test [27]); includes results of functional analysis with ToppGene [28] and Gene Ontology Biological Process for differentially expressed genes with higher expression in warm-dissociated kidneys.

**Additional file 2: Supplementary Figures. Figure S1.** Cell annotation procedure. **Figure S2.** TSNE plots showing freshly profiled cells from cold- and warm-dissociated kidneys. **Figure S3.** Expression and detection levels of selected marker genes. **Figure S4.** Cell preservation protocol performance in warm-dissociated samples. **Figure S5.** Cell type composition of fresh and preserved kidneys. **Figure S6.** Cell type composition of non-proximal tubule cells in fresh and preserved kidneys. **Figure S7.** Cell type composition of fresh and cryopreserved cold-dissociated samples in the repeated experiment using Balb/c female mice, 10x v3 chemistry, 2 weeks storage, and 1200 g spin. **Figure S8.** Comparison of single-cell and single-nucleus libraries in Balb/c male mice. **Figure S9.** Cell cycle phases inferred in scRNA-seq and snRNA-seq libraries from Balb/c male mice. **Figure S10.** FANS gating strategy. **Figure S11.** BSEQ-sc deconvolution of bulk RNA-seq profiles of cold- and warm-dissociated kidney single-cell suspensions. Three biological replicates are shown per condition. **Figure S12.** Comparison of ambient RNA contamination in methanol-fixed and freshly profiled aliquots of cold-dissociated samples. **Figures S13–14.** Comparison of nuclei isolation protocols. **Figure S15.** Comparison of bulk RNA-seq profiles of intact kidneys and cold-dissociated single-cell suspensions. **Figure S16**. Expression of genes differentially expressed between bulk RNA-seq profiles of intact and dissociated kidneys in the matching single-cell dataset, Balb/c female mice.

**Additional file 3: Table S2.** Cell type labels assigned to cells and nuclei in this study. aLOH: ascending loop of Henle; CD_IC: intercalated cells of collecting duct; CD_IC_A: type A intercalated cells of collecting duct; CD_IC_B: type B intercalated cells of collecting duct; CD_PC: principal cells of collecting duct; CD_Trans: transitional cells; CNT: connecting tubule; DCT: distal convoluted tubule; dLOH: descending loop of Henle; MC: mesangial cells; MPH: macrophages; PT: proximal tubule.

**Additional file 4: Table S3.** Differentially expressed genes with higher expression in cell populations of warm-dissociated kidneys (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05); includes an incidence table indicating in how many cell types each gene was identified as differentially expressed and results of functional analysis with ToppGene [28] and Gene Ontology Biological Process for differentially expressed genes identified in at least one cell type.

**Additional file 5: Table S4.** Differentially expressed genes with higher expression in cell populations of cold-dissociated kidneys (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05); includes an incidence table indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 6.** Supplementary Notes.

**Additional file 7: Table S5.** Genes differentially expressed between cryopreserved and freshly profiled cold-dissociated kidney single-cell suspensions (Seurat Wilcoxon test [30] with thresholds of logFC = 1, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in cryopreserved samples; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 8: Table S6.** Genes differentially expressed between cryopreserved and freshly profiled warm-dissociated kidney single-cell suspensions (Seurat Wilcoxon test [30] with thresholds of logFC = 1, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in cryopreserved samples; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 9: Table S7.** Genes differentially expressed between methanol-fixed and freshly profiled cold-dissociated kidney single-cell suspensions (Seurat Wilcoxon test [30] with thresholds of logFC = 1, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in methanol-fixed samples; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 10: Table S8.** Genes differentially expressed between methanol-fixed and freshly profiled warm-dissociated kidney single-cell suspensions (Seurat Wilcoxon test [30] with thresholds of logFC = 1, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in methanol-fixed samples; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 11: Table S9.** Genes differentially expressed in each cell type between SN_FANS_1x2000g and SN_FANS_3x500g protocols (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in SN_FANS_1x2000g libraries; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 12: Table S10.** Genes differentially expressed in each cell type between SN_FANS_1x2000g and SN_sucrose protocols (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in SN_FANS_1x2000g libraries; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 13: Table S11.** Genes differentially expressed in each cell type between SN_sucrose and SN_FANS_3x500g protocols (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in SN_sucrose libraries; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 14: Table S12.** Number of cells in each cell population across single-cell and single-nuclei experiments and BSEQ-sc estimates for bulk RNA-seq libraries.

**Additional file 15: Table S13.** Genes differentially expressed between bulk RNA-seq profiles of intact kidneys and cold-dissociated single-cell suspensions; includes results of functional analysis with ToppGene [28] for genes with higher expression in intact kidneys.

**Additional file 16: Table S14.** Genes differentially expressed between single-cell and single-nuclei libraries in Balb/c male mice profiled with v2 10x chemistry (Seurat Wilcoxon test [30] with thresholds of logFC = 0.5, minimum detection rate 0.5, FDR < 0.05), positive logFC indicates higher expression in single-cell libraries; includes incidence tables indicating in how many cell types each gene was identified as differentially expressed.

**Additional file 17: Table S15.** Mice used and workflows tested. The experiments were performed in three batches separated in time. For each batch, we used kidneys from mice available at that time and the workflows were used with modifications as indicated in this table.

**Additional file 18: Table S16.** Cell viability.

**Additional file 19: Table S17.** Public reference dataset used for the first scMatch run.

**Additional file 20: Table S18.** Cell type gene signatures for refined annotation.

**Additional file 21: Table S19.** Extended reference dataset used for scMatch annotation.

**Additional file 22.** Review history.

## Data Availability

The datasets generated and analyzed during the current study are available from the Gene Expression Omnibus (GEO) repository with the primary accession code GSE141115 [57].

How the deposited data were processed for this re-analysis (not part of the article)

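The data were 39 10x libraries and 15 bulk RNA-seq libraries of mouse kidney, in 18 conditions of 3 libraries each. For the 10x libraries the authors aligned the reads with Cell Ranger to mm10, told cells from empty droplets with EmptyDrops, and left out genes seen in few cells. They also filtered barcodes on the number of genes and the mitochondrial share, removed outliers in UMIs per gene with Scater, and deposited UMI counts per gene and barcode without normalization. Exonic reads were counted for cells, and intronic and exonic reads for nuclei. Mitochondrial genes were removed from the nuclei by the authors, and the files of the male cells list none either. For the bulk libraries the authors removed adapters with Trim Galore and ribosomal reads with TagDust2, aligned the reads with STAR to GRCm38, marked duplicates with Picard and deposited featureCounts read counts per gene without normalization. The paper's text does not name the strandedness of this counting or whether duplicates were counted, so counts of overlapping and antisense genes are uncertain. PCR duplicates can remain in them, and the intervals and floors given here cover counting error only. The genes listed differ between the bulk experiments. Gene positions, lengths and types were taken from a GENCODE annotation of GRCm38. The C57BL/6J and Balb/c male experiments, both of male mice and chemistry version 2, differ in strain, age and batch, and the Balb/c female experiment differs from the male one in sex, age, chemistry and batch. These cannot be told apart between experiments.

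The depth of a library was taken as the sum of its deposited counts, and is given with each experiment. Barcodes were clustered in 5 sets (C57BL/6J cells, male cells, male nuclei, female cells and female nuclei), over the genes listed for every library of the set. The Leiden method was run with leidenalg 0.10.2 at a resolution of 2 (1 as an alternative) on 2000 variable genes, 30 principal components and 20 neighbors. A cluster was named where at least 3 markers of a class were detected, each in a share of at least 0.1 of its cells and with a fold of at least 1.5, and stayed unnamed otherwise. Doublets were marked against simulated pairs of barcodes at 0.8% per 1000 barcodes and kept. No further filter was set on barcodes.

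Sums of UMIs per library and class, and bulk counts, were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment over the genes of a class. Numbers of cells per class were tested with edgeR against the total of the library, and after cryopreservation against the cells outside the proximal tubule. The stress-response-related genes were tested as a set with fry of limma 3.58.1, and with camera as an alternative. Shares of barcodes, genes per barcode and phases were compared between libraries with exact two-sided permutation tests. Intervals of shares are 95% Wilson intervals on barcodes pooled over libraries, so they leave out the spread between libraries. A count of 0 was given the share that 3 counts allow. A gene with 0 counts in a group was given a fold against a floor of 3 counts over the group. To equalize depth, barcodes were thinned to 500 UMIs (1000 as an alternative). Class shares in bulk libraries were estimated with nu-support vector regression in scikit-learn 1.9.0 on profiles of cold fresh cells and markers with an ln fold change above 1.5, after division of the counts by gene length.

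The genes named in the text were chosen by a fixed rule. It took every gene that the paper names for a comparison, the 17 stress-response-related genes, 4 hemoglobin genes and up to 5 genes called in most classes, with ties decided by the mean size of the log2 fold change. In bulk libraries it took the 5 called genes with the largest log2 fold change in each direction. Genes named outside this rule are marked as such. As alternatives, DESeq2 1.42.0, RLE size factors, the exact test of edgeR, no filter on low counts, another fold threshold, names by marker score, another clustering resolution, removal of doublets, TMM factors on cell numbers and other settings of the deconvolution and of thinning were run. Each library was also left out in turn. In all, 286 pairs of result and alternative were listed first and 220 were added after the data were seen, among them fits with a replicate block.

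The tests were checked on simulated data made from the real libraries. Of 200 genes changed in 14093 genes of the bulk suspensions, 100% were recovered, with 2.91% false calls among all calls. For fresh warm against cold endothelial cells (4612 genes) these were 94% and 7.39%, and for male nuclei against cells (3779 genes, 196 of them changed) 85.2% and 2.91%. In 20 simulations of the 17 classes of fresh cells with 4 classes lowered 5-fold, 100% of these were recovered, with 0.2 false calls per simulation. A set of 17 genes raised by 1 on the log2 scale among 4700 genes of endothelial cells was found by fry in 100% of 20 simulations, and an unchanged set in 0%. The simulated genes varied independently, so this does not test fry on genes that vary together. Barcodes simulated from the library BG1 at 800 and 4000 UMIs had medians of 445 and 1491 genes, and 301 and 300 after thinning to 500 UMIs. In 20 mixtures each, simulated from the class profiles themselves, the deconvolution had a mean absolute error of 0.117 percentage points for C57BL/6J, 0.107 for male and 0.112 for female profiles. This does not test how well 10x profiles fit bulk counts.

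Barcode names in the C57BL/6J files carry a number that fresh and stored libraries share. It was taken as the number of the suspension, so that fresh and stored libraries with the same number were treated as pairs. As a check, deviations of libraries from their group means were correlated across genes, which are not independent replicates. In cold methanol-fixed libraries the correlation with the fresh library of the same suspension was 0.488 to 0.572, and with the others −0.487 to −0.116. After warm dissociation these were 0.321 to 0.429 and −0.286 to −0.0567. For cryopreserved libraries the pairs correlated at −0.0595 to 0.188 after cold and −0.0735 to 0.0309 after warm dissociation. With the other fresh libraries the correlations were −0.232 to 0.250 and −0.149 to 0.0961. These ranges overlap, so the check does not tell the cryopreserved pairs from the rest. *Ddx3y* averaged 24.4 to 177 CPM in the conditions of male mice and at most 3.13 CPM in the female nuclei, and *Xist* averaged 612 to 3561 CPM in the conditions of female mice and at most 17.7 CPM in those males whose files list it. Within each condition, pairs of libraries differed by more than the sampling noise (chi-square per degree of freedom 3.02 to 27.6), which bears only on whether a library was deposited under 2 labels and not on whether libraries are independent. Libraries were counted as replicates because the labels list them as separate samples of a condition. The labels of cells in Table S2, held only in part, Additional files 2 and 6, the functional enrichment analyses and the anatomical estimates were not used here. A gene called in the bulk suspensions is not reported here.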

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

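The interaction tests, the tests on the naming of classes and the counts over other assignments of the libraries were chosen only after the results were seen, as were the alternatives for the stress genes of female cryopreserved cells.

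The podocyte share of the SN_FANS_3x500g library MJ45 was 1.35% (117 of 8657 nuclei), above the 0.602 to 0.823% of the other 8 female nuclei libraries. The gap was 0.706 of the range over the 9 libraries, above the critical value of Dixon's test. It was the 1 of 8 measures tested in this way that passed, all on the same 9 libraries of 3 protocols, with the immune and macrophage shares holding the same values. Chance marks about 1 in 20 groups, and measures on the same libraries are not independent. With nuclei named by their own marker score MJ45 held 1.51%, the others 0.660 to 0.959%, and the ratio was 0.649, which argues against the naming of clusters as the cause. A difference in the nuclei preparation of this library stays open. No biological explanation was tested.

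Cryopreservation changed the shares of 3 of 16 classes differently after cold and after warm dissociation, in an interaction test of edgeR over 12 C57BL/6J libraries and cells outside the proximal tubule. The ascending loop of Henle fell from 8.03 to 1.53% after cold and from 23.4 to 11.9% after warm dissociation, an interaction of 1.39 on the log2 scale (standard error 0.37, adjusted p = 0.0178). The distal convoluted tubule fell from 7.57 to 1.21% and from 7.90 to 4.81% (1.85, standard error 0.41, adjusted p = 0.0100). The connecting tubule fell from 6.46 to 2.83% and from 9.69 to 1.20% (−1.86, standard error 0.51, adjusted p = 0.0178). Without BG32, BG34 or BG3, 2 classes passed, since the connecting tubule no longer did (adjusted p = 0.0748, 0.0521 and 0.0546, in a range of 0.000373 to 0.158 over its alternatives). Without BG33 or BG35, 5 classes passed. With the suspension as a block, the distal convoluted tubule passed (1.86, adjusted p = 0.0483 from edgeR), whereas the ascending loop of Henle (1.40) and the connecting tubule (−1.79) did not (adjusted p = 0.0733 each), so for these the difference depends on a fit without pairs. For methanol fixation edgeR found 0 of 17 classes, with 0 at an unadjusted p under 0.05 (1 without BG56 or BG4). With the suspension as a block it was also 0, with 3 at an unadjusted p under 0.05, and no other tool was run. For cryopreservation as many calls came from 5 of 100 assignments of the libraries to 4 groups of 3, so chance cannot be excluded, and the most from another assignment were 5 classes. For methanol fixation, with 0 calls, 100 of 100 assignments gave as many by construction, which decides nothing.

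A candidate explanation was the warm cryopreserved library BG31, for which Table S16 of the paper gives the lowest viability of the 6 cryopreserved libraries, but without it 3 of the 3 classes passed, which argues against this. The naming of clusters was another. With names by marker score the ascending loop of Henle passed (adjusted p = 0.00938, in a range of 0.00241 to 0.0733 over its alternatives), which argues against naming as the cause there. The distal convoluted and connecting tubules did not pass (1.42 and −1.15, the smaller adjusted p being 0.0729, in a range of 0.00241 to 0.0729 for the distal convoluted tubule), so for these naming cannot be told apart from an effect of the protocol, because both were smaller under that naming and kept their direction. A different loss of these cells on freezing after the 2 dissociations stays open as a biological explanation and was not tested apart from chance.

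The paper's text does not report differential expression in female cryopreserved cells. The stress genes were higher as a set in 3 of 14 classes (fry). These were macrophages (median log2 fold change 1.59, adjusted p = 0.0165, higher for 9 of 11 genes), T cells (0.70, 0.0209, 6 of 8) and NK cells (0.74, 0.0307, 7 of 7). The number was 1 with camera, 4 without the heat shock genes, 5 with names by marker score, 5 without LD03 and 0 without MJ51, MJ52, LD01 or LD02 (3, 3, 4 and 5 at an unadjusted p under 0.05 with fry). The 10 splits of 3 libraries against 3 cannot exclude chance, whatever they give.

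In single classes, 8 genes were called higher and 2 lower in the female cryopreserved cells (8 and 3 with DESeq2, 18 and 16 with names by marker score), and 4 were lower without MJ51. *mt-Atp8* was called higher in 6 of 14 classes (median log2 fold change 1.97, higher in 14 of 14), in 1 without MJ51 and in 10 without MJ52 or MJ53. *Gpx3* was called lower in 8 (−1.93, higher in 1) and *Fxyd2* in 5 (−1.07, lower in all 14 tested). The same limit holds for these counts. A candidate explanation for the lower genes is less free RNA of proximal tubule cells. This was written as a test before the result was seen, on 18 proximal tubule genes fixed beforehand without the genes called lower. Their median lay below the 5th percentile of 10000 random lists matched on expression in 11 of 12 other classes (4 to 12 genes per class, medians −2.86 to −0.00), with NK cells the exception, as less free RNA would give. A change of expression within the cells on freezing stays open and was not tested.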

How the results depend on the processing

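The following were chosen only after the results were seen: the fits with a replicate block, the estimates without length correction, the comparison without mitochondrial genes, the interaction of storage and dissociation with its alternatives, and the sum of mesangial, mural and fibroblast-like classes. So were the alternatives for classes higher after cryopreservation of C57BL/6J cells, for classes changed in methanol-fixed libraries, in female cryopreserved libraries and between nuclei protocols, and for the stress genes in warm cryopreserved, cold methanol-fixed and female cryopreserved libraries. The same holds for the alternatives of the mesangial, macrophage and T, B and NK cell shares of nuclei and of the S and G2M shares. Using every barcode, listed as an alternative for 14 shares, was not run, because the files were filtered before deposit. For the changed results the cause was not tested, except that a lower fold threshold admits more genes by construction.

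Counts of called genes stayed within 1.5 times under DESeq2 and RLE size factors (24 counts each) and under the exact test of edgeR (4 counts). The classes in which single named genes were called moved by more than that in 7 of 116 cases under DESeq2, 0 of 116 under RLE size factors, 6 of 116 without the filter on low counts, 10 of 86 with names by marker score, 2 of 86 without doublets and 32 of 86 under the lower threshold. With 1 library left out, 64 of 696 such values moved and 12 lost their call, and 0 named genes reversed under any alternative. Among comparisons, 492 of 546 values kept their side of the threshold and their size with 1 library left out.

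Without the filter on low counts, 102 and 34 genes were called higher in warm and cold bulk suspensions (63 and 9 with it), 71 in dissociated bulk kidneys (38) and 4 in fresh against cryopreserved female cells (2). With a log2 fold change of 1 in place of the paper's thresholds the counts rose in the 20 comparisons run. They were 225 and 160 for warm and cold fresh cells (71 and 14), 254 and 317 for cold cryopreserved and fresh (28 and 9), 354 and 292 for warm cryopreserved and fresh (38 and 16), 698 and 1195 for cold methanol-fixed and fresh (29 and 11), 210 and 543 for warm methanol-fixed and fresh (11 and 9), and 873 and 528 for female cryopreserved and fresh cells (8 and 2). They were 6263 and 3484 for male nuclei and cells (194 and 234), 1803 and 612 for SN_FANS_1x2000g and SN_FANS_3x500g (93 and 50), 396 and 429 for SN_FANS_1x2000g and SN_sucrose (20 and 14), and 1953 and 714 for SN_sucrose and SN_FANS_3x500g (78 and 101).

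With barcodes named by their own marker score, called genes were 81 and 34 for cold cryopreserved and fresh cells, 35 higher in warm fresh than in cryopreserved, 17 higher in warm methanol-fixed, 18 and 16 for female cryopreserved and fresh, 15 higher in SN_FANS_3x500g than in SN_FANS_1x2000g, 53 and 26 for SN_FANS_1x2000g and SN_sucrose, and 173 higher in SN_FANS_3x500g than in SN_sucrose. Classes changed in share were 8 higher in cold cryopreserved (5 before), 3 lower and 8 higher in warm cryopreserved (1 and 0), 1 lower and 1 higher in cold methanol-fixed (0 and 0) and 0 lower in warm methanol-fixed cells (2 before, and 3 at an unadjusted p under 0.05 in edgeR). They were 2 higher in SN_FANS_1x2000g than in SN_FANS_3x500g (1), 1 lower and 2 higher than in SN_sucrose (0 and 1), and 1 lower in SN_sucrose than in SN_FANS_3x500g (5). The stress genes were higher in 5 female cryopreserved classes (3). The share of proximal tubule cells fell by 39.95, fell by 49.2 and fell by 36.4 percentage points in cold, warm and female cryopreserved libraries, and that of macrophages fell by 1.58 points in warm methanol-fixed libraries. The mesangial and mural share reversed, to 1.25 points more in male and 0.561 points more in female nuclei. The interactions of cryopreservation and dissociation were −1.15 for the connecting tubule and 1.42 for the distal convoluted tubule and no longer passed the threshold.

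With doublets removed, 21 genes were called higher in warm methanol-fixed cells and 92 in SN_FANS_3x500g than in SN_FANS_1x2000g. Classes were 0 higher in SN_FANS_1x2000g than in SN_FANS_3x500g (1 at an unadjusted p under 0.05 in edgeR), 1 lower in SN_FANS_1x2000g than in SN_sucrose and 3 lower in SN_sucrose than in SN_FANS_3x500g. At a clustering resolution of 1, 3 classes were higher in cold cryopreserved, 3 lower in warm cryopreserved and 5 higher in female cryopreserved cells (8). With TMM factors on cell numbers, 2 were higher in cold cryopreserved, 2 lower in warm cryopreserved, 2 higher in cold methanol-fixed and 1 higher in female cryopreserved cells.

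With the suspension as a replicate block, 9 classes were lower and 1 higher in cold methanol-fixed and 1 higher in warm methanol-fixed cells, and the stress genes were higher in 5 warm cryopreserved (8 without it) and lower in 3 cold methanol-fixed classes (7). The interactions of cryopreservation and dissociation no longer passed for the ascending loop of Henle (1.40) and the connecting tubule (−1.79), and the distal convoluted tubule still did. The block moved none of the 14 other counts run by over 1.5 times. Cold and warm fresh libraries share only a replicate number, with correlations of −0.0530 to 0.338 between libraries of the same number. With that number as a block, 8 classes were lower and 1 higher in warm, 68 and 16 genes were called in warm and cold, and the stress genes were higher in 12 classes. No paired analysis was possible for the Balb/c and the bulk libraries because their labels and barcodes give no number that the compared groups share. Camera found the stress genes higher in 4 warm cryopreserved and 1 female cryopreserved classes, and lower in 0 cold methanol-fixed classes against 7 with fry (1 at an unadjusted p under 0.05 with camera).

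Without thinning, male nuclei had 317 genes more than male cells (17.7 at 500 UMIs). Their G1 share fell by 19.5 percentage points against the cells, their S share was 11.0 points higher, and their G2M share was 8.46 points higher, the reverse of the difference at 500 UMIs. At 1000 UMIs the difference in genes was 53.5, with 7864 of 9153 male cells left out. Without mitochondrial genes the female difference of 113 genes was 5.67 and no longer passed an exact permutation test (p = 0.318). Depth limits the male comparison, since 5131 of 9153 male cells had fewer than 500 UMIs.

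For the ascending loop of Henle, the bulk estimate exceeded the share among 10x cells in cold suspensions by 21.4 points with non-negative least squares, 14.5 with markers at an ln fold change above 1 and 30.8 with the RNA content of classes kept. In warm suspensions it did so by 16.1 points with those markers, 31.7 with the RNA content kept and 30.2 without length correction. The immune share of male intact kidneys was 17.4% with least squares, 15.3% with those markers, 6.05% with the RNA content kept and 0.180% without length correction, and that of female kidneys was 0% with least squares and 0.369% without length correction.

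With each library left out in turn, genes higher in cold bulk suspensions ranged from 7 (BG22) to 14 (BG18 and BG21), in dissociated bulk kidneys from 28 (LDK4) to 60 (LDK5), in warm fresh cells from 47 (BG3) to 77 (BG1) and in fresh against cold cryopreserved cells from 9 (BG32, BG1 and BG5) to 14 (BG3). Genes higher in warm methanol-fixed cells ranged from 8 (BG2) to 27 (BG4) and genes higher in the fresh cells from 2 (BG55; BG6 3, BG53 4) to 12 (BG4), in fresh against cryopreserved female cells from 2 (MJ52 and LD02) to 4 (MJ51), in male cells against nuclei from 192 (MJ04) to 380 (MJ05) and in SN_FANS_3x500g against SN_FANS_1x2000g from 21 (MJ50; MJ49 23, MJ45 31) to 82 (MJ46). Classes lower in warm fresh cells ranged from 2 (BG4; BG2 4) to 8 (BG1), and classes higher in cold cryopreserved cells from 3 (BG5) to 4 (the other 5 libraries). In warm cryopreserved cells, classes lower ranged from 1 to 3 (BG31) and classes higher from 0 to 7 (BG31), with 0 to 3 higher at an unadjusted p under 0.05 in edgeR without the other libraries. In warm methanol-fixed cells, classes lower ranged from 1 (BG53 and BG57) to 5 (BG55) and classes higher from 0 to 1 (BG6), with 0 to 2 at an unadjusted p. In female cryopreserved cells, classes higher ranged from 5 (MJ53) to 8 (LD02 and LD03).

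Classes lower in SN_FANS_1x2000g than in SN_FANS_3x500g ranged from 0 to 1 (MJ49) and classes higher from 0 (MJ48, MJ50, MJ45 and MJ47) to 1 (MJ49 and MJ46), with 1 to 2 at an unadjusted p in each direction in edgeR. Against SN_sucrose, classes lower ranged from 0 to 1 (MJ50), with 0 to 1 at an unadjusted p, and classes higher from 0 (MJ57, MJ58 and MJ59, with 2 to 3 at an unadjusted p) to 3 (MJ50). Classes lower in SN_sucrose than in SN_FANS_3x500g ranged from 0 (MJ57, with 4 at an unadjusted p; MJ58 3) to 6 (MJ47) and classes higher from 1 (MJ47, MJ57, MJ58 and MJ59) to 3 (MJ45 and MJ46). The stress genes ranged from 3 (BG35; BG2 4) to 8 (BG6) classes higher in warm cryopreserved, from 2 (BG54; BG52 and BG56 3) to 7 (BG5) lower in cold methanol-fixed, and from 0 (MJ51, MJ52, LD01 and LD02) to 5 (LD03) higher in female cryopreserved cells, where 3 to 5 were higher at an unadjusted p under 0.05 without those 4 libraries (fry). The connecting tubule interaction ranged from −2.22 (BG30) to −1.53 (BG32), and its call was lost without BG32, BG34 or BG3.

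Other splits of the libraries cannot exclude chance for a count of genes or classes between 2 conditions, whatever they give, because 3 libraries against 3 make 10 splits and the share is never below 0.1. This is a limit of the number of splits and does not bear on the adjusted p of single genes. The real split alone gave a count as large (1 of 10) in 24 of the 27 comparisons. For classes changed between SN_FANS_1x2000g and SN_FANS_3x500g it was 2 of 10, and for classes changed in cold methanol-fixed and stress genes in warm methanol-fixed cells, with 0 calls, it was 10 of 10 by construction.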

Differences from the paper's values

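Of 57 values of the paper that were also computed here, 41 from its text and 16 from its supplementary files, 7 differed. A value was taken to differ where 1 of the pair was more than 1.5 times the other and the gap exceeded the SD between libraries, where there was one, and a value below that limit is said to be within the tolerance. Values within it need not be equal. The paper's tests on 10x data took cells as replicates, whereas libraries were the replicates here. The alternatives named were set before the data were examined, except where an addition is marked.

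The paper reports 5 genes higher in cold than in warm bulk suspensions, and 9 were called here. DESeq2 and leaving out BG22 (7 genes each) came within the tolerance. The exact test of edgeR (9), RLE size factors (9), no filter on low counts (34) and leaving out BG17 (12), BG18 (14), BG19 (8), BG20 (13) or BG21 (14) did not.

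The paper reports high stress scores in 8 cell types of warm-dissociated kidneys, from a score that compares genes within a sample, and a test between libraries found 13 classes here. Leaving out any 1 of the 6 libraries (12 classes each) came within the tolerance, as did the replicate number as a block (12), which was chosen after seeing the values. Camera, leaving out the heat shock genes and names by marker score (13 each) did not.

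Among cells outside the proximal tubule, the paper reports 3 cell types lower after warm dissociation and cryopreservation, and 1 was found here. A clustering resolution of 1 (3 classes), names by marker score (3), TMM factors on cell numbers (2) and leaving out BG31 (3) came within the tolerance. Removing doublets and leaving out BG33, BG35, BG2, BG4 or BG6 (1 each) did not.

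The paper's immune estimate for male intact bulk kidneys is 4.84%, and it was 2.13% here. Keeping the RNA content of classes (6.05%) came within the tolerance. Non-negative least squares (17.4%), markers at an ln fold change above 1 (15.3%) and leaving out MJ12 (1.76%), MJ13 (2.51%) or MJ14 (2.12%) did not.

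The paper lists 17 genes higher in warm methanol-fixed than in fresh cells, and 11 were called here. DESeq2 (13), no filter on low counts (12), names by marker score (17), removing doublets (21) and leaving out BG53 (12) or BG55 (13) came within the tolerance. RLE size factors (11), a log2 fold change of 1 in place of the paper's thresholds (210) and leaving out BG57 (11), BG2 (8), BG4 (27) or BG6 (9) did not.

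The paper lists 10 genes higher in SN_FANS_3x500g than in SN_FANS_1x2000g, and 50 were called here. Names by marker score (15) came within the tolerance. DESeq2 (47), RLE size factors (50), no filter on low counts (50), a log2 fold change of 1 in place of the paper's thresholds (612), removing doublets (92) and leaving out MJ45 (31), MJ46 (82), MJ47 (39), MJ48 (54), MJ49 (23) or MJ50 (21) did not. The paper lists 9 genes higher in SN_sucrose than in SN_FANS_1x2000g, and 14 were called here. DESeq2 (11), no filter on low counts (13), removing doublets (13) and leaving out MJ48, MJ49 or MJ57 (12 each) came within the tolerance. RLE size factors (14), a log2 fold change of 1 in place of the paper's thresholds (429), names by marker score (26) and leaving out MJ50 (14), MJ58 (16) or MJ59 (18) did not.

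The paper names *mt-Co1* and *Malat1* as higher in at least 2 cell types of cold-dissociated kidneys. Here edgeR and DESeq2 called each of them in 0 of 13 classes, with an unadjusted p under 0.05 in edgeR in 4 and 1 classes. *mt-Co1* was called without the filter on low counts (4 classes), without BG1 (6), without BG4 (2) and with the replicate number as a block (1), the last of these chosen after seeing the values. *Malat1* was called in 1 class without the filter on low counts and in 1 without BG1. The paper states that mesangial cells were more abundant in nuclei than in cells. Here mesangial and mural cells were named for 0% of male nuclei (up to 0.0126% by counting error alone) against 0.535% of cells, and for 0.795% of female nuclei against 1.64% of cells. The direction was the paper's with names by marker score (1.25 and 0.561 percentage points more in nuclei), and also together with fibroblast-like nuclei (2.84% of male and 4.30% of female nuclei), both chosen for this share after seeing the values.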

Other observations

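The tests on depth, mitochondrial transcripts and neighbouring genes, and the count over 15 classes of methanol-fixed cells, were chosen only after the results were seen.

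The G1 share of male nuclei fell by 2.53 percentage points against that of male cells at 500 UMIs (exact permutation test, 2-sided p = 0.2, 3 libraries against 3 allowing no p below 0.1), which was 13.0% of the difference without thinning. This is consistent with a difference in depth as the source of most of the unthinned difference. Free RNA stays open, and no cycling is read from these phase calls. Female nuclei had 113 genes more per barcode than female cells at 500 UMIs, and 5.67 more once mitochondrial genes were left out before thinning, which is in line with mitochondrial transcripts taking UMIs of cells. No biological explanation was tested for either.

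*Gm26802* (chromosome 7, 19298260 to 19300770 of GRCm38) and *Fam71a* (chromosome 1, 191162584 to 191164817) were called higher in warm bulk suspensions and lie downstream of the induced genes *Fosb* and *Atf3* on the same strand. A candidate explanation is reads running past the ends of induced genes. The 14 other genes within 10000 bases downstream of a gene called higher had a median log2 fold change of 0.10, above 93.75% of 10000 random lists matched on expression, and the 1 of them that was called is *Hspa1b*, itself a stress gene. By strand, the 7 on the same strand had a median of 0.16, above 94.89% of random lists, and the 7 on the opposite strand −0.13, above 9.53%. With *Gm26802* and *Fam71a* included the 16 genes lay above 95.31% and the 9 on the same strand above 99.49%, but these 2 genes are the pattern itself. Open chromatin on both sides would also raise the genes upstream, and the median of 13 such genes was 0.03, above 79.36% of random lists. Of these 13, 3 are themselves called (*Atf3*, *Fosb* and *Hspa1a*). Neither explanation can be told apart from chance with so few genes. Induction of the neighbours by warm dissociation itself stays open and was not tested.

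The stress genes were lower as a set in 7 classes of cold methanol-fixed cells (fry). A test written before its result was seen asked whether transcripts of other cells had diluted all genes of a class alike, in which case the stress genes would have fallen no further than genes of similar expression. In 6 of the 7 classes their median lay below the 5th percentile of random lists (3 to 9 genes per class), with collecting duct intercalated cells the exception (above 5.58% of lists). The 7 classes were chosen for the pattern, so this decides nothing. Over the 15 classes tested it was 7, and in the proximal tubule the median lay above 90.67% of lists. Dilution stays open. Camera found 0 classes lower (1 at an unadjusted p under 0.05), and leaving out BG54 left 2, so the pattern itself depends on these choices. A loss of these transcripts on fixation stays open and was not tested.

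The male nuclei libraries held 17.7 ± 3.36 CPM of *Xist* (SD, n = 3), the male intact bulk kidneys 0.228 ± 0.216 (SD, n = 3) and the SN_FANS_3x500g nuclei of females 2987 ± 54.6 (SD, n = 3). No explanation was tested.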
